# Autophagy promotes the survival of dormant breast cancer cells and metastatic tumour recurrence

**DOI:** 10.1038/s41467-018-04070-6

**Published:** 2018-05-22

**Authors:** Laura Vera-Ramirez, Suman K. Vodnala, Ryan Nini, Kent W. Hunter, Jeffrey E. Green

## Abstract

Cancer recurrence after initial diagnosis and treatment is a major cause of breast cancer (BC) mortality, which results from the metastatic outbreak of dormant tumour cells. Alterations in the tumour microenvironment can trigger signalling pathways in dormant cells leading to their proliferation. However, processes involved in the initial and the long-term survival of disseminated dormant BC cells remain largely unknown. Here we show that autophagy is a critical mechanism for the survival of disseminated dormant BC cells. Pharmacologic or genetic inhibition of autophagy in dormant BC cells results in significantly decreased cell survival and metastatic burden in mouse and human 3D in vitro and in vivo preclinical models of dormancy. In vivo experiments identify autophagy gene autophagy-related 7 (ATG7) to be essential for autophagy activation. Mechanistically, inhibition of the autophagic flux in dormant BC cells leads to the accumulation of damaged mitochondria and reactive oxygen species (ROS), resulting in cell apoptosis.

## Abstract (web summary)

Highly metastatic dormant cancer cells contribute to breast cancer recurrence, but the underlying mechanism is less understood. Here, the authors show that dormant breast cancer cells depend on autophagy to ensure their long term survival and distant recurrence

## Introduction

Ninety percent of BC-related deaths are due to metastatic disease^1^. Despite metastasis being the leading cause of BC-related mortality, the molecular mechanisms of metastatic progression remain poorly understood^2^. Although most patients do not present with overt metastases at diagnosis, a significant number succumb to disseminated disease years after the removal and treatment of the primary tumour. Disseminated tumour cells (DTCs) have frequently been observed at early stages of BC suggesting that late recurrence of BC may result from DTCs that have remained quiescent for decades^3,4^. Signals that trigger the outgrowth of dormant cancer cells remain largely unknown, although the tumour microenvironment plays a critical role in this process^5–7^.

We previously developed and validated in vitro and in vivo model systems to study BC dormancy^8–10^. Briefly, the D2A1 and D2.0 R tumour cell lines (derived from murine mammary hyperplastic alveolar nodules^11,12^) form primary tumours when injected into the mammary fat pad of mice and disseminate to the lungs. D2A1 cells form macrometastases in the lungs within ~1–3 weeks. In contrast D2.0 R cells remain dormant at the metastatic site for about 4 months before forming relatively few lung metastases^13^. The 3D in vitro system has been shown to be predictive of the dormant or proliferative phenotype of several mouse and human BC cell lines^8^. D2.0 R and MCF-7 cells remain quiescent on basal membrane extract (BME) matrices for 12 days whereas the highly metastatic D2A1, MDA-MB-231 and 4T1 cells spontaneously outbreak into a proliferative state between day 1 and 6 of culture on BME^8^. These studies demonstrated that changes in the microenvironment, including exposure to collagen 1 (COL1) or fibronectin, induce the dormant-to-proliferative switch of D2.0 R cells^8,10^. In vivo studies are consistent with these in vitro findings, where lung fibrosis induced by the intranasal instillation of a transforming growth factor beta (TGFβ) expressing adenoviral vector drives the proliferative outbreak of otherwise dormant D2.0 R cells when seeded to the lungs by tail vein injection^9^. We have previously shown that the dormant-to-proliferative switch of D2.0 R cells requires the activation of integrin β1 receptor and downstream signalling through focal adhesion kinase (FAK), Src, ERK1/2 and myosin light chain kinase (MLCK) leading to actin stress fibre formation^8,9^. Moreover, the pharmacological inhibition of Src and MEK prevented the proliferative outbreak of dormant D2.0 R cells^14^ in vivo.

Little is understood about the processes associated with the survival of disseminated dormant tumour cells. Although autophagy has been proposed as a potential mechanism promoting dormant cancer cell survival, few studies have addressed this experimentally^15–18^. Autophagy is an evolutionarily conserved mechanism of cell survival activated in response to metabolic stress to degrade organelles, misfolded proteins and portions of the cytosol to ensure proper energy balance under nutrient deprivation conditions and to recycle dysfunctional organelles and macromolecules^19^.

In this study, we demonstrate that pharmacologic or genetic inhibition of autophagy greatly impairs the survival of dormant BC cells in vitro and in vivo, but has minimal effect on metastatic growth once dormant cells have transitioned to a proliferative state. Moreover, inhibition of autophagy results in the accumulation of damaged mitochondria and oxidative stress that drives apoptotic cell death. Inhibition of autophagy may therefore be a potential mechanism to eliminate dormant tumour cells and prevent recurrence of BC.

## Results

### Solitary dormant tumour cells are autophagic

To investigate the occurrence of autophagy in dormant breast tumour cells, we analysed the expression pattern of Microtubule-associated protein 1 A/1B-light chain 3 (MAP1LC3, also known as LC3) and Lysosomal-associated membrane protein 1 (LAMP1) over time in D2.0 R cells on BME (cells remain dormant) and BME plus COL1 matrices (which induces proliferation of the dormant cells)^8^ (Supplementary Fig. 1). Consistent with activation of autophagy, D2.0 R cells in BME showed increased expression of LAMP1 and LC3 over time. In contrast, D2.0 R cells in BME plus collagen 1 (COL1) exhibited much lower levels of LAMP1 and LC3 staining throughout the 8-day time course (Fig. 1a, b). Validation of autophagy in D2.0 R cells on BME was demonstrated using a tandem fluorescent-tagged LC3B reporter containing mCherry and EGFP (mCherry-EGFP-LC3) that allows real time monitoring of autophagic flux in live cells^20^ (Supplementary Fig. 2). Yellow LC3 puncta (early autophagosomes not yet fused with lysosomes) were detected in 81.25% of dormant D2.0 R cells at Day 5 of culture. This percentage dropped down to 3.12% at Day 8 (Fig. 1c, d), at which time 68.75% of dormant D2.0 R cells exhibited red-only fluorescent puncta (mature autolysosomes) (Fig. 1c). We conclude that the non-proliferating BC cells are autophagic while in a dormant state.

**Fig. 1:**
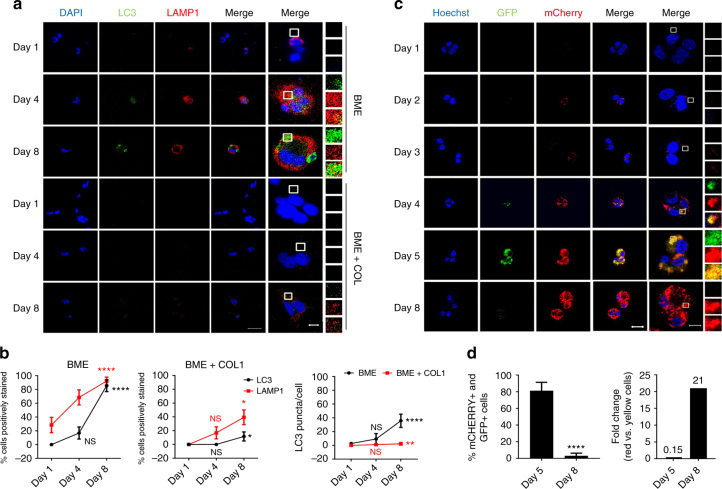
D2.0 R cells activate autophagy upon entering a dormant state. Representative images are shown for **a** Immunofluorescent staining of lysosomal (LAMP1, red) and autophagic (LC3, green) markers of D2.0 R cells in BME (upper panels) and BME + COL1 (lower panels) with **b** Quantification of the percentage of cells exhibiting LC3 positive puncta and LAMP1 staining out of the total number of cells analysed (mean ± s.e.m, n = 30–42 cells. Comparisons are relative to Day 1 by Kruskal–Wallis, Dunn’s post test. *P ≤ 0.05; ****P ≤ 0.0001) and the average number of LC3 puncta per cell (Comparisons by Kruskal–Wallis, Dunn’s post test. **P ≤ 0.01 and ****P ≤ 0.0001). **c** D2.0 R cells transfected with the mCherry-GFP-LC3 reporter show activation and completion of the autophagic cycle (red fluorescence only) when plated in BME matrices for 8 days. **d** The graphs represent the percentage of cells with double-positive puncta (mCherry^+^ and GFP^+^) (autophagosomes) out of the total number of cells analysed (left graph) (mean ± s.e.m, *n* = 35–39 cells). Comparisons by Kruskal–Wallis, Dunn’s post test. ****P ≤ 0.0001) and the rate of conversion from cells exhibiting yellow puncta to red-only puncta expressed as fold change (right graph). Scale bars are 50 and 10 μm for **a** and 20 and 10 μm for **b**

### Autophagy inhibition decreases viability of dormant cells

To test the functional importance of autophagy in BC dormancy, D2.0 R cells were seeded on BME and treated with 50 μM Hydroxychloroquine (HCQ), an inhibitor of autophagy^21^, (based upon a dose-response analysis; see Supplementary Fig. 3a) either immediately or after 5 days in culture (Supplementary Fig. 4a). We observed a significant increase in the percentage of dead D2.0 R cells, regardless of when the treatment with HCQ was initiated. Likewise, the number of viable cells decreased across the 11 days of culture under the immediate or delayed treatment conditions (Fig. 2a). Similar results were observed when D2.0 R seeded on BME matrices were treated with other autophagy inhibitors, such as 3-Methyladenine (3-MA) or Bafilomycin (Supplementary Fig. 3b). Conversely, HCQ treatment did not affect the viability of proliferating D2.0 R cells on BME + COL1 (Fig. 2b). To visualise apoptotic and proliferative events under these conditions, cells were treated with HCQ at Day 7 of culture and stained for proliferation (Ki67) and apoptosis (cleaved Caspase 3 (cCASP3)) markers at Day 11 (Supplementary Fig. 4b). After treatment, the percentage of cCASP3-positive D2.0 R cells on BME significantly increased with respect to the non-treated control (Fig. 2c, upper panels and d). In contrast, the proliferative and apoptotic indexes of growing D2.0 R cells in BME plus COL1 were not affected by the treatment (Fig. 2c, lower panels, and e).

**Fig. 2:**
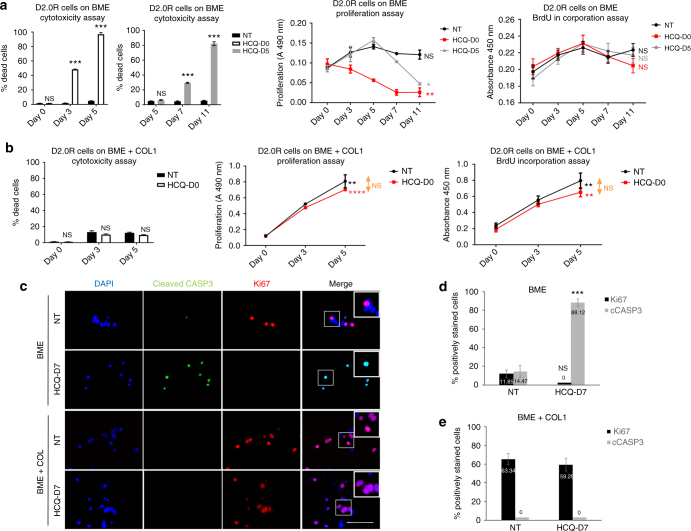
Inhibiting autophagy reduces the viability of D2.0 R dormant cells. Figure shows data of one out of three independent experiments done in triplicate with equivalent results for each assay. **a** 50 µM Hydroxycholoroquine (HCQ) induced a significant reduction in the proportion of viable D2.0 R cells on BME, as determined by cytotoxicity assay (mean ± s.e.m, *n* = 3 wells. Comparisons by unpaired two-sided *T*-test. ***P ≤ 0.0001), proliferation assay (mean ± s.e.m, *n* = 3 wells. Comparisons at day 11 by unpaired two-sided *T*-test. *P ≤ 0.05 and **P ≤ 0.01 relative to Day 0 for each group) and BrdU incorporation assay (mean ± s.e.m, *n* = 3 wells. Comparisons at Day 5 by unpaired two-sided *T*-test relative to Day 0 for each group) regardless of whether the treatment was or was not delayed after seeding the cells. **b** HCQ did not affect the numbers of viable D2.0 R cells on BME + COL, as determined by a cytotoxicity assay (mean ± s.e.m, *n* = 3 wells. Comparisons by unpaired two-sided *T*-test), proliferation assay (mean ± s.e.m, *n* = 3 wells. Comparison Day 11 vs. Day 0 by unpaired two-sided *T*-test. **P ≤ 0.01 and ****P ≤ 0.0001) and BrdU incorporation assay (mean ± s.e.m, *n* = 3 wells. Comparisons at Day 5 by unpaired two-sided *T*-test. **P ≤ 0.01 relative to Day 0 for each group). **c** Representative Ki67 (red) and cleaved caspase 3 (green) immunofluorescence of D2.0 R cells on BME (upper panels) and D2.0 R cells on BME + COL (lower panels), either treated with 50 µM HCQ or vehicle. Scale bar is 100μm. Proliferative and apoptotic indexes of D2.0 R on BME or BME plus COL1 were calculated as the percentage of cells expressing Ki67 or cleaved Casp 3, as shown in **d** for cells on BME (mean ± s.e.m, *n* = 159–173 cells. Comparison by Mann–Whitney *U*-test, two-sided. ***P ≤ 0.0001) and **e** for cells on BME + COL1 (mean ± s.e.m, *n* = 167–257 cells. Comparison by Mann–Whitney *U*-test, two-sided), respectively. HCQ-D0 cells treated with HCQ immediately after plating on Day 0, HCQ-D5 cells treated with HCQ after 5 days in culture, HCQ-D7 cells treated with HCQ after 7 days in culture, NT non-treated

We tested the effect of autophagy inhibition on D2A1 cells seeded on BME matrices before and after their dormant-to-proliferative switch which occurs after 4–6 days of culture^8^ (Supplementary Fig. 1). We observed a significant increase in the percentage of dead cells when HCQ was added immediately after the cells were seeded on BME matrices (Fig. 3a). However, beginning treatment of proliferating D2A1 cells on day 7 resulted in a two-fold decrease in the percentage of dead cells compared to cells treated at day 5 of culture, before they undergo the dormant-to-proliferative switch (Fig. 3a).

**Fig. 3:**
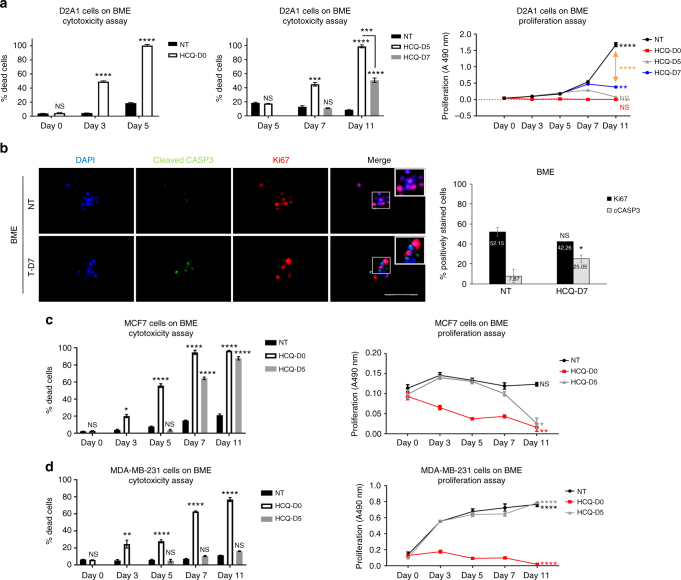
Inhibiting autophagy reduces proliferative switch in 3D culture. Figure shows data of one out of three independent experiments done in triplicate with equivalent results. **a** 50 µM Hydroxycholoroquine (HCQ) significantly reduced the proportion of viable D2A1 cells on BME during quiescence (treatment at day 0 (D0), left panel), which is attenuated when treated after the dormant-to-proliferative switch (day 5 (D5) or day 7 (D7), middle panel) as determined by cytotoxicity assay (mean ± s.e.m, *n* = 3 wells. Comparisons at day 5 (left panel) or day 11 (middle panel) by unpaired two-sided *T*-test. ***P ≤ 0.001 ****P ≤ 0.0001) and proliferation assays (right panel. Mean ± s.e.m, *n* = 3 wells. Comparisons at Day 11 by unpaired two-sided *T*-test. **P ≤ 0.01 and ****P ≤ 0.0001 relative to day 0 for each group). **b** Representative Ki67 (red) and cleaved caspase 3 (green) immunofluorescence of D2A1 cells on BME treated with 50 µM HCQ or vehicle (left panel), with quantification of markers at day 11 (right panel, mean ± s.e.m, *n* = 170–194 cells. (Mann–Whitney *U*-test, two-sided. *P ≤ 0.05). Scale bar is 100 μm. **c** HCQ significantly reduced viable MCF7 cells on BME (left panel, mean ± s.e.m, *n* = 3 wells. Comparisons by two-sided unpaired *T*-test (Day 0 and Day 3) or one-way ANOVA plus Bonferroni post test for day 5, day 7 and day 11 time points. **P ≤ 0.01; ****P ≤ 0.0001) and proliferation assays (right panel, mean ± s.e.m, *n* = 3 wells. Comparisons at day 11 by unpaired two-sided *T*-test. *P ≤ 0.05; **P ≤ 0.01 relative to day 0 for each group). **d** HCQ did not significantly reduce the number of MDA-MB-231 viable cells on BME when treated after the dormant-to-proliferative switch (left panel, mean ± s.e.m, *n* = 3 wells. Comparisons by unpaired two-sided *T*-test (day 0 and day 3) or one-way ANOVA plus Bonferroni post test for day 5, day 7 and day 11 time points. **P ≤ 0.01; ****P ≤ 0.0001) and proliferation assay (right panel, mean ± s.e.m, *n* = 3 wells. Comparisons at day 11 by unpaired *T*-test, two-sided. ***P ≤ 0.001; ****P ≤ 0.0001 relative to Day 0 for each group). HCQ-D0 cells treated with HCQ immediately after plating, HCQ-D5 cells treated with HCQ after 5 days in culture, HCQ-D7 cells treated with HCQ after 7 days in culture, NT non-treated

Interestingly, the proliferation rate of D2A1 cells on BME treated from Day 7 of culture did not increase over time as much as their non-treated counterparts (Fig. 3a). This result raised the question of whether HCQ treatment reverted proliferating D2A1 cells into a quiescent state or, alternatively, whether the fraction of dead D2A1 cells resulting from HCQ treatment significantly reduced the growth kinetics of the entire cell population. To answer this question, we determined the proliferative and apoptotic indexes of D2A1 cells on BME treated with HCQ at Day 7 of culture. After 4 days of HCQ treatment the percentage of D2A1 cells expressing higher levels of cCASP3 significantly increased when compared with the untreated control. However, the proliferative index determined by ki67 staining was not different (Fig. 3b), confirming that surviving D2A1 cells continue proliferating at the same rate as their untreated counterparts.

Human BC MCF7 and MDA-MB-231 cells have been previously shown to exhibit comparable proliferative behaviour to D2.0 R and D2A (dormant vs. proliferative, respectively) in 3D culture (Supplementary Fig. 1) and in vivo^8^. To further investigate the role of autophagy in BC dormancy using human models, we seeded MCF7 and MDA-MB-231 cells on BME matrices and either treated the cultures immediately with HCQ or delayed treatment until day 5 (Supplementary Fig. 4a). HCQ significantly reduced the number of viable quiescent MCF7 cells whereas HCQ did not reduce the number of viable proliferative MDA-MB-231 cells, similar to the responses to HCQ observed for D2.0 R and D2A1 cells on BME, respectively (Fig. 3c, d). Collectively, these results demonstrate that mouse and human metastatic BC cells in a dormant state are sensitive to autophagy inhibition whereas proliferative cells are resistant.

### Lung metastatic burden is reduced by autophagy inhibition

Based on our in vitro results, we investigated the effect of inhibiting autophagy on metastatic outbreak in vivo, using our previously described D2.0 R TGFβ fibrotic lung dormant-to-proliferative switch model^9^ (Supplementary Fig. 5a). Otherwise dormant D2.0 R cells become proliferative when introduced to a fibrotic lung environment.

The administration of 50 mg/kg HCQ to animals nasally instilled with empty adenovirus (Ad-empty; inducing a non-fibrotic, dormancy-permissive lung microenvironment) consistently resulted in a significant decrease in the average metastatic burden compared to untreated mice (Supplementary Fig. 5b). In animals induced to develop lung fibrosis with adenovirus TGFβ^223/225^ that results in metastatic outgrowth of dormant cells, we observed a 36-fold decrease of total metastatic burden in HCQ-treated mice as compared to controls (Supplementary Fig. 5b; representative images in Supplementary Fig. 5c). Consistent with the in vitro data described above, treatment with HCQ shortly after injection of D2.0 R cells significantly reduced the metastatic burden in mice either with or without fibrosis, confirming the in vivo efficacy of inhibiting autophagy to reduce survival and metastatic outbreak of disseminated dormant BC cells.

### Autophagy blockade selectively targets dormant BC cells

We next investigated whether administration of HCQ following the proliferative outbreak of dormant cells in a fibrotic environment would impact the metastatic burden in vivo (Fig. 4a). As expected, the administration of HCQ to animals instilled with Ad-empty resulted in a significant decrease of the average metastatic burden, regardless of when the treatment was initiated (Fig. 4b). However, in the fibrosis setting, autophagy inhibition after the proliferative lesions had developed (treatment-delay group) was remarkably less effective in reducing metastatic lesions, leading to a higher metastatic burden in the treatment-delay group as compared with the treatment group (Fig. 4b) (representative images of the metastatic lesions in Fig. 4c and Supplementary Fig. 6).

**Fig. 4:**
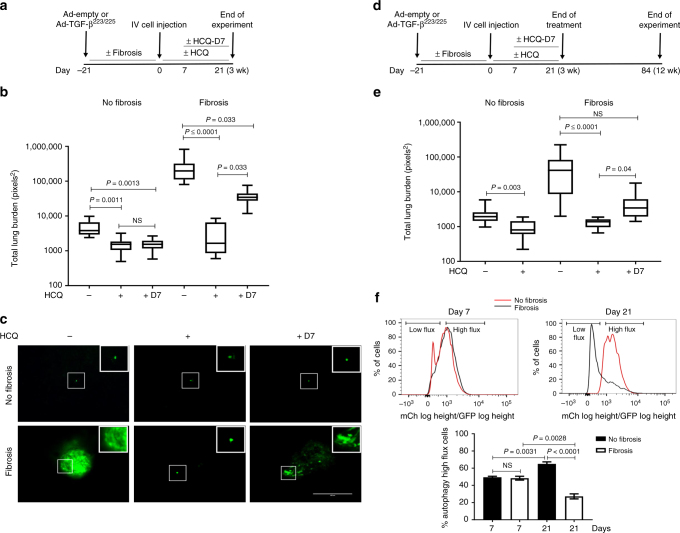
Delayed autophagy inhibition increases viable cells in fibrotic lungs. **a** Experimental design. **b** Total lung surface burden of CD1^nu/nu^ mice receiving Ad-empty (No fibrosis) or Ad-TGF-β^223/225^ (Fibrosis) and tail vein injections of 1 × 10^6^ D2.0 R GFP cells, followed by vehicle (−), 50 mg/kg body weight of HCQ 5 days a week for 3 weeks (+) or vehicle daily for 7 days followed by 50 mg/kg body weight of HCQ 5 days a week for additional 2 weeks (+D7) (mean ± s.e.m, *n* = 9–10 mice per group. Comparisons by Kruskal–Wallis, Dunn’s post test). **c** Representative images of single dormant cells and multicellular metastatic lesions expressing GFP in the lung from the experiment in **b**, scale bar is 400 μm. **d** Similar experiment to that in **a**, except that the time animals were followed after the cessation of treatment with HCQ to the final study endpoint that was extended for additional 9 weeks. **e** Total lung surface D2.0 R GFP cell burden from experiment **d** of CD1^nu/nu^ mice receiving Ad-empty (No fibrosis) or Ad-TGF-β^223/225^ (Fibrosis) and tail vein injections of 1 × 10^6^ D2.0 R GFP cells, followed by vehicle (−), 50 mg/kg body weight of HCQ 5 days a week for 3 weeks (+) or vehicle daily for 7 days followed by 50 mg/kg body weight of HCQ 5 days a week for additional 2 weeks (fibrosis group only) (+D7) (mean ± s.e.m, *n* = 9–10 mice per group. Comparisons by Kruskal–Wallis, Dunn’s post test). **f** High autophagy flux D2.0 R cells present in the lung of CD1^nu/nu^ mice receiving Ad-empty (No fibrosis) or Ad-TGF-^β223/225^ (Fibrosis) and tail vein injections of 1 × 10^6^ D2.0 R mCherry-GFP-LC3 cells after 7 or 21 days (mean ± s.e.m, *n* = 15 mice per group. Comparisons by Kruskal–Wallis, Dunn’s post test)

To assess the long-term effects of autophagy inhibition on disseminated BC cells, the experiment was extended for an additional 9 weeks following treatment cessation (Fig. 4d). The results recapitulated those obtained in the previous experiment, except that within the fibrosis setting the metastatic burden of control and treatment-delay groups was no longer significantly different (Fig. 4e). These data suggested that the surviving population of metastatic cells in a fibrotic environment after treatment with HCQ continued proliferating during the extended experimental time.

To further demonstrate the specificity of autophagy blockade in eliminating dormant BC cells, D2.0 R cells labelled with mCherry-EGFP-LC3 were tail vein injected in mice 3 weeks after nasal instillation with Ad-empty or Ad-TGFβ^223/225^ (Methods and Supplementary Fig. 7). Remarkably, most D2.0 R cells maintained high autophagic flux during the first seven days both in non-fibrotic and fibrotic lungs. However, after 21 days the percentage of high autophagy flux cells in the lungs of mice instilled with Ad-empty significantly increased compared to mice bearing fibrotic lungs (Fig. 4f). These data further confirmed that autophagy is a critical survival process activated and maintained in dormant BC cells, which is shut down after the cells undergo the dormant-to-proliferative switch.

### Autophagy inhibition prevents the dormancy-to-growth switch

In contrast to D2.0 R cells, D2A1 exhibit a similar dormant phase in vivo for 1 to 3 weeks after which they form large metastatic lesions^8^. We injected D2A1-GFP cells into the lateral tail vein of  nude mice and performed the same treatment schedule as in Fig. 4a. Average metastatic burden was consistently reduced after 3 weeks of treatment with HCQ as compared to the control and the treatment-delayed groups. In line with previous findings, the delay of HCQ administration for 7 days after cell injection resulted in equivalent metastatic total tumour burden compared to controls (Fig. 5a, b) suggesting that inhibition of autophagy has a minimal effect once the dormant-to-proliferative switch has occurred. To further investigate this effect, we performed a time course experiment addressing the activation status of autophagy in D2A1 cells before and after their proliferative outbreak in vitro. Figure 5c clearly shows the progressive conversion of LC3-I to its lipidated form LC3-II, indicating the activation of autophagy, from day 3 to day 7 of culture. This period of time overlaps with the quiescent phase of D2A1 cells on BME matrices. On the other hand, a sharp decrease in the expression of both LC3 forms is observable at day 11 of culture, at which D2A1 cells have established a stable proliferative profile when cultured on BME matrices.

**Fig. 5:**
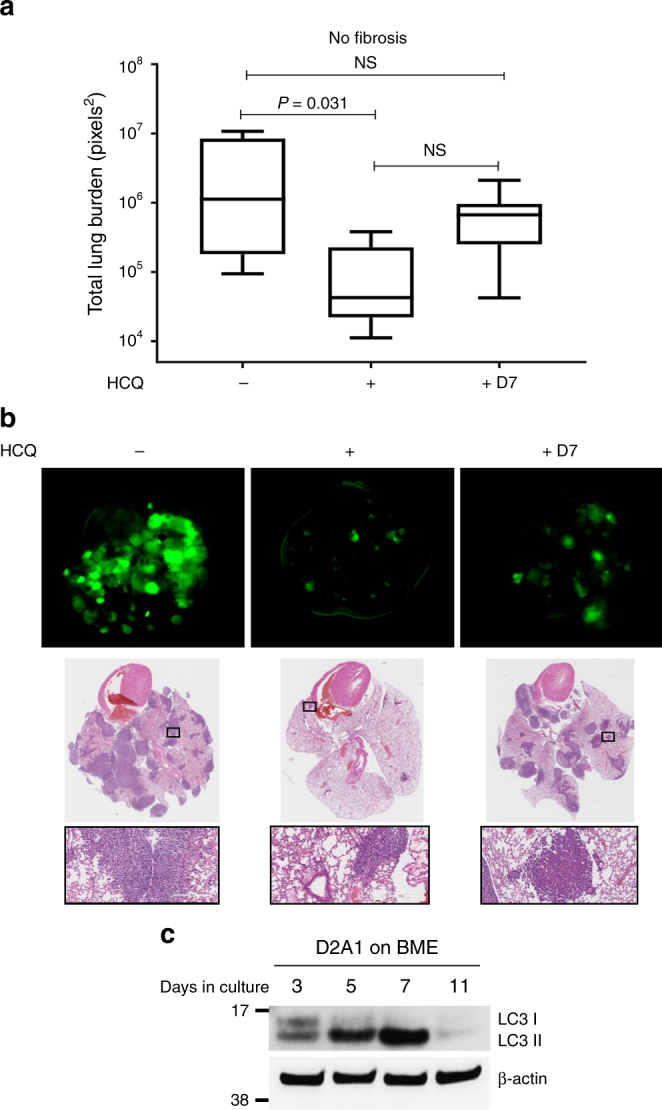
Inhibition of autophagy reduces metastatic outbreak of dormant cells. **a** Total lung surface burden of CD1^nu/nu^ mice receiving Ad-empty (No fibrosis) or Ad-TGF-β^223/225^ (Fibrosis) and tail vein injections of 1 × 10^6^ D2A1-GFP cells. Mice received either vehicle (−), 50 mg/kg body weight of Hydroxychloroquine (HCQ) 5 days a week for 3 weeks (+) or vehicle daily for 7 days followed by 50 mg/kg body weight of HCQ 5 days a week for additional 2 weeks (+D7) (mean ± s.e.m, *n* = 8–9 mice per group. Comparisons by Kruskal–Wallis, Dunn’s post test). **b** Representative images of metastatic lesions in the lung from **a**, upper panels, D2A1 cells expressing GFP; middle panels, H&E staining of cross sections of lungs; bottom panels, higher magnification of H&E stained metastatic lesions. **c** Representative western blot of LC3-I and LC3-II from D2A1 cells plated on BME on days 3, 5, 7 and 11

### Transcriptome analysis of dormant and proliferating BC cells

To elucidate the molecular mechanism driving the dependence of dormant BC cells on autophagy, we interrogated the transcriptomes of D2.0 R cells in early and late stages of dormancy and during proliferation. 

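D2.0R cells are a mouse mammary tumour line that stays quiescent on basement membrane extract (BME) and proliferates once type I collagen (COL1) is added to it. RNA was sequenced from 3 cultures on BME at day 1, 3 on BME at day 5 and 3 on BME plus COL1 at day 5, and each culture is a biological replicate. The deposited values are FPKM (fragment counts scaled by transcript length and by mapped fragments), which the authors obtained with Cufflinks for 30563 RefSeq transcripts on the mm9 build of the mouse genome. Transcript values were summed to 23309 gene symbols, and the 10497 genes with a mean of at least 1 FPKM over the 9 libraries were tested. Log2 values, with 0.1 FPKM added, were compared between the group means with limma, and a gene is called higher or lower where its adjusted p is under 0.05. Aligned sequence, taken from the read depth over transcripts, came to 7.21 to 9.37 gigabases per library. At this depth the interval that Cufflinks gives lay, in the median, 11.5% to 12.8% to either side of a value between 1 and 5 FPKM and 3.7% to 4.0% to either side of one from 20 FPKM.

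Single libraries stood apart from their groups. In replicate b of BME day 5 the median gene lay -0.27 from its mean over the libraries on the log2 scale, against -0.03 in replicate a and -0.04 in replicate c. The cell cycle gene Mki67 had 4.88 FPKM there, against 18.5 and 14.6 in the other BME day 5 libraries, and the nuclear RNA Neat1 had 225 FPKM, against 54.1 and 60.9. Replication-dependent histone genes took 0.062% of its FPKM, the highest share of the 9 libraries, against 0.033% and 0.041%. The median of the core autophagy genes was 0.11 in replicate b, 0.16 in a and 0.22 in c on the same scale, and the median gap of this list to the other BME day 5 libraries was -0.06, against -0.24 for all genes. In replicate a of BME day 5, genes shorter than 300 nt took 7.25% of the FPKM, against 0.67% in replicate b and 1.33% in replicate c. In replicate c of BME plus COL1 the ribosomal precursor Rn45s had 3105 FPKM, against 140 and 102 in the others. Of the markers of other cell types, those under 1 FPKM in every library were 12 of 13 haematopoietic markers, 9 of 10 endothelial markers and 8 of 12 fibroblast markers, and the exceptions reached at most 6.43 FPKM (Cd14), 18.8 (Flt1), 26.2 (Postn), 22.6 (Pdgfra), 9.06 (Pdgfrb) and 4.32 (Col1a1).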

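Between day 1 and day 5 on BME, genes of ERK and integrin signalling fell more often than they rose. So did all tested genes, of which 2327 fell and 954 rose. Of 59 tested genes of ERK/MAPK signalling, 18 fell, 3 rose and 38 were not called (21 fell and 3 rose when adjusted over the list alone). Of 20 transcriptional targets of ERK, 8 fell and 1 rose. Egr1, an early target, went from 54.3 ± 22.6 to 19.9 ± 2.39 FPKM (SD, n = 3 cultures) and fell by 1.38 on the log2 scale (standard error 0.23, adjusted p = 0.00374 from limma), whereas the ERK phosphatase Dusp4 rose by 0.60 (standard error 0.12, adjusted p = 0.00799 from limma). Of 46 genes of integrin signalling, 17 fell and 1, Itgb5, rose (18 and 1 over the list alone). The laminin receptor subunit Itga3 fell by 0.87 (standard error 0.11, adjusted p = 0.0013 from limma). Among 18 genes of angiogenesis inhibition by thrombospondin 1, 4 rose and 5 fell (2 and 2 with only the 6 libraries compared). Thbs1 itself rose from 269 ± 32.3 to 660.5 ± 199 FPKM, by 1.26 on the log2 scale (standard error 0.19, adjusted p = 0.00216 from limma), and Vegfa fell by 0.84 (standard error 0.11, adjusted p = 0.00128 from limma). Of 37 genes of Wnt/β-catenin signalling, 11 rose and 5 fell, and 5 and 4 with a replicate block. The largest rise was that of the secreted Wnt inhibitor Notum (3.12, and 2.26 with a pseudocount of 1 FPKM). Of 45 genes of G1/S checkpoint regulation, 5 rose and 16 fell. Adjusted over the list alone, 9 ERK targets and 17 genes of the G1/S list fell. Set against the falls of all genes, Fisher's exact test called none of these lists. It gave an adjusted p = 0.286 for ERK/MAPK, 0.128 for integrin, 0.223 for the ERK targets and 0.186 for G1/S. The fit pools the spread of all groups, and BME plus COL1 replicates lay closer together than those of BME day 5. Their median absolute log2 differences were 0.049 to 0.082, against 0.09 to 0.29. The counts above depend on the settings and on single libraries. Without short genes 9 genes of the ERK/MAPK list fell, 10 of the integrin list and 8 of the G1/S list, and with only the 6 libraries compared 6, 5 and 3 fell. Leaving out BME day 1 replicate a gave falls of 9, 9 and 6, leaving out replicate b 9, 9 and 5, and leaving out BME day 5 replicate a 29, 24 and 20. Without BME + COL1 day 5 replicate a or b, 11 genes of the integrin list and 10 of the G1/S list fell, and 10 of the G1/S list without BME day 1 replicate c. Of the ERK targets, 13 fell without BME day 5 replicate a and 5 without BME day 1 replicate b or c. Of the Wnt list, 4 rose and 3 fell without BME day 1 replicate a or b, 6 and 3 without BME + COL1 day 5 replicate a or c, 7 and 3 without its replicate b, 7 and 4 without BME day 5 replicate c, and 8 and 3 without BME day 1 replicate c. Rb1 was among the risers (0.60) and Cdkn1a among the genes that fell (-0.73).

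Of 41 core autophagy genes, 5 rose, 7 fell and 29 were not called, the same when adjusted over the list alone, but 8 rose and 5 fell as TPM, 10 and 5 after median-ratio scaling, 10 and 4 after quantile normalization, 6 and 2 without short genes, 3 and 6 with a replicate block, and 0 and 1 where only the 6 libraries compared were used. Leaving out BME day 1 replicate a gave 1 and 1, replicate b 2 and 2 and replicate c 4 and 3. It was 8 and 6 without BME day 5 replicate b, 2 and 5 without replicate c, 2 and 4 without BME + COL1 day 5 replicate a, and 3 and 4 without its replicate b or c. The median change of this list was 0.00, and camera, which compares a list with all other genes, gave an adjusted p = 0.0645 (0.013 after median-ratio scaling, and 0.0242 without BME day 5 replicate a). Of 15 receptors of selective autophagy, 3 rose and none fell (8 and none after median-ratio scaling; camera adjusted p = 0.00485, and adjusted p = 0.802 with an estimated correlation). Lysosomal genes did change, with 21 of 47 higher at day 5 and none lower (22 and 1 over the list alone, and 12 and none with only the 6 libraries compared; camera adjusted p = 3.11e-12, and adjusted p = 0.802 with an estimated correlation). The test of the integrin list had an adjusted p = 0.019 and that of the Wnt list an adjusted p = 0.0169, but neither held with an estimated correlation (adjusted p = 0.864 and adjusted p = 0.802), and that of the Wnt list was lost without BME day 5 replicate b (adjusted p = 0.0612). The test of the ERK targets (adjusted p = 0.0392) did not hold either (adjusted p = 0.864), nor without BME day 5 replicate b (adjusted p = 0.089) or replicate c (adjusted p = 0.168), and the ERK/MAPK list (adjusted p = 0.154), the G1/S list (adjusted p = 0.309) and the thrombospondin list (adjusted p = 0.638) were not called. The Wnt list has a median of -0.03 and a mean of 0.19.

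Over all genes, 954 rose and 2327 fell with time, and the median change of all genes was -0.15. The split depends on the scaling, with 1768 higher and 2127 lower after median-ratio scaling, 1903 and 2050 after quantile normalization and 1534 and 2236 as TPM. Without short genes 970 rose and 1219 fell, and with only the 6 libraries compared 452 rose and 618 fell. Leaving out short genes kept 10441 of the 10497 genes, but it also rescaled those kept. The median of the core autophagy list went from -0.003 to 0.034 with it. The split also depends on single libraries. Leaving out BME day 1 replicate a gave 533 and 1018, leaving out replicate b 533 and 1042, and leaving out replicate c 1064 and 1433. Without BME + COL1 day 5 replicate a the count of lower genes was 1544.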

Pathway analysis of differentially expressed genes of D2.0 R at Days 1 and 5 on BME revealed the modulation of signalling pathways previously associated with dormancy, such as the ERK/MAPK pathway, integrin-mediated signalling or angiogenesis inhibition by Thrombospondin 1 (TSP1) (Fig. 6a), but not pathways related to autophagy. 

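At day 5, growth genes were lower on BME than on BME plus COL1. All 46 tested genes of the cell cycle and DNA replication were lower on BME, also without BME day 5 replicate b, in which they were lowest. Mki67, a marker of cycling cells, had 12.7 ± 7.03 FPKM on BME and 45.9 ± 3.21 on BME plus COL1 (SD, n = 3 cultures), and fell by 2.05 on the log2 scale (standard error 0.40, adjusted p = 0.00104 from limma). The mitotic activator Cdc20 fell by 3.13 (standard error 0.34, adjusted p = 2.53e-05 from limma). All 31 genes of ribosome biogenesis were lower as well, among them the nucleolar protein gene Ncl (-1.99). Under TPM, median-ratio and quantile scaling and without short genes, 45 or 46 of the cell cycle genes and 30 or 31 of the ribosome genes stayed lower. Of 45 genes of G1/S checkpoint regulation, 31 were lower and 8 higher (13 higher as TPM). The cyclin-dependent kinase inhibitors Cdkn1a (1.36) and Cdkn2b (1.52) were among the higher ones.

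Among the genes with the largest rises on BME were the mast cell tryptase Tpsab1 (7.22), the matrix protein Postn (6.64), the collagenase Mmp13 (6.45) and the iron exporter Slc40a1 (6.10). Postn had 23.6 ± 3.00 FPKM on BME and 0.136 ± 0.0257 on BME plus COL1. The largest falls included the chemokines Ppbp (-6.18) and Cxcl3 (-5.78), the activin antagonist Fst (-4.77) and the immediate early gene Fos (-3.90). The adjusted p of these 8 genes from limma ranged from 2.03e-08 to 3.5e-06. The size of the folds is less certain than their direction. Without BME day 5 replicate b, Cxcl3 was at -5.13 and Mmp13 at 7.04, and with a pseudocount of 1 FPKM, Tpsab1 was at 4.56, Postn at 4.43, Mmp13 at 4.54, Slc40a1 at 3.96 and Ppbp at -3.83.

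In all, 3179 genes were higher and 4756 lower on BME, so that 40.1% of the called genes were higher, and the median change of all genes was -0.18. This split follows the scaling. As TPM, 4858 genes were higher and 3327 lower (59.4% higher) and the median change was 0.16. Changes of gene groups are therefore read against the median of all genes.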

We further examined the transcriptomes of D2.0 R cells on BME and COL1-enriched BME matrices at Day 5 of culture. 

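Of 41 core autophagy genes, 24 were higher on BME than on BME plus COL1 at day 5, 6 were lower and 11 were not called, with the same counts when adjusted over the list alone. Of 15 receptors of selective autophagy, 12 were higher and none was lower. Of 47 lysosomal genes, 44 were higher and none was lower (45 over the list alone). The receptor Sqstm1 (p62), which carries ubiquitinated cargo, lies on chromosome 11 from 50013654 to 50024292 of mm9. It had 506 ± 25.4 FPKM on BME and 134 ± 3.83 on BME plus COL1 (SD, n = 3 cultures), a log2 fold change of 1.91 (standard error 0.09, adjusted p = 1.96e-07 from limma). Map1lc3b, which encodes LC3B of the autophagosome membrane, lies on chromosome 8 from 124114368 to 124121947. Its values were 116 ± 5.66 and 42.9 ± 1.86 FPKM, a log2 fold change of 1.43 (standard error 0.09, adjusted p = 1.09e-06 from limma). The largest rises of the core list were those of Zfyve1 (2.42) and of Tecpr1 (2.32), which tethers autophagosomes to lysosomes. The largest falls were those of Wdr45b (-0.73) and the protease Atg4d (-0.56). Among the receptors, Calcoco1 (3.77) and Bnip3 (2.98, and 2.15 with a pseudocount of 1 FPKM) rose most.

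**Figure D1:**
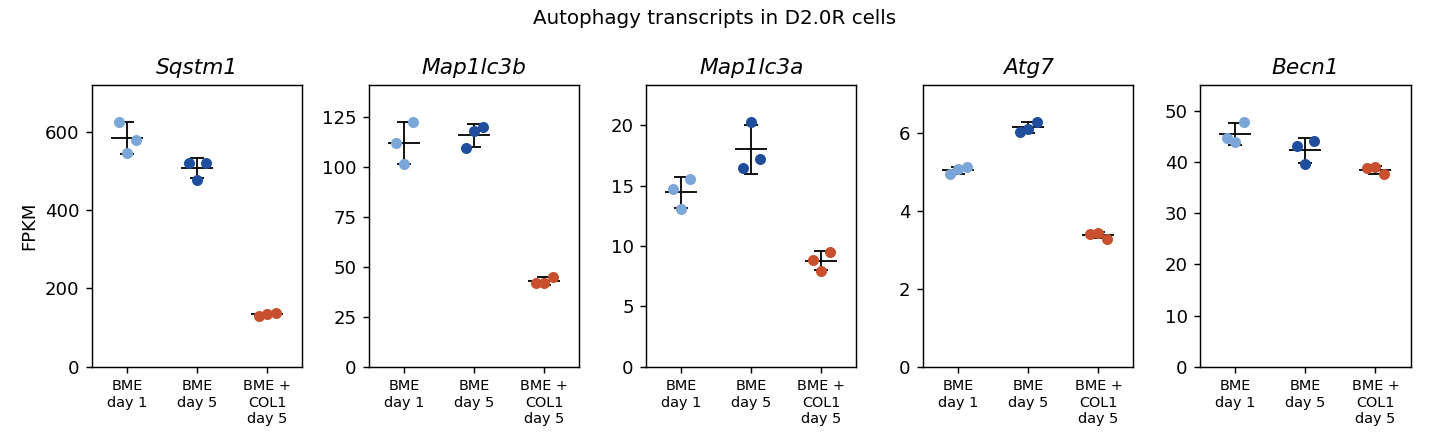
FPKM of 5 autophagy transcripts in each culture on BME at day 1, BME at day 5 and BME plus COL1 at day 5. Points are cultures, the horizontal mark is the mean and the bar the SD of 3 cultures. Every value of Sqstm1 on BME lies between 477 and 626, and on BME plus COL1 between 131 and 138.

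The median change was 0.56 in the core list, 0.76 in the receptors and 1.44 in the lysosomal genes, against the lower median of all genes. The core list had a camera adjusted p = 3.27e-05, which was not kept with an estimated correlation (adjusted p = 0.53). No list was called in that version. This holds even for the cell cycle list, of which all 46 members were lower (camera adjusted p = 0.734), so it does not tell the lists apart. The receptors had an adjusted p = 2.02e-05 (adjusted p = 0.437 with an estimated correlation) and the lysosomal genes an adjusted p = 9.5e-18 (adjusted p = 0.437 with an estimated correlation). As TPM, 34 core genes were higher and 2 lower, and no scaling reversed the direction of the 3 lists.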

Pathway analysis revealed autophagy as the most prevalent upregulated pathway in the dormant cells compared to proliferating cells at this time point (*p* = 2.5E−11; Fig. 6b, c, Supplementary Table 1 and 2). These results suggest that the onset of the cellular transcriptional programme leading to autophagy occurs relatively early during the transition from a proliferative state in 2D culture to a dormant state on BME.

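At day 1 on BME the autophagy genes stood above their level on BME plus COL1 at day 5. Of the 41 core genes, 27 were lower on BME plus COL1 at day 5 than on BME at day 1, 3 were higher and 11 were not called, and the counts adjusted over the list alone were the same. All 24 core genes that were higher on BME than on BME plus COL1 at day 5 were among those 27. Both comparisons use the same BME plus COL1 libraries, so this overlap is not independent. Of the 24, 5 also rose between day 1 and day 5 on BME. Sqstm1 was at 583 ± 40.6 FPKM on BME at day 1 (SD, n = 3 cultures), and its log2 change from there to BME plus COL1 at day 5 was -2.12 (standard error 0.09, adjusted p = 1.95e-07 from limma). For Map1lc3b the day 1 value was 112 ± 10.5 FPKM and the change -1.38 (standard error 0.09, adjusted p = 2.28e-06 from limma). The kinase Ulk1, which starts autophagosome formation, changed by -0.88 (standard error 0.08, adjusted p = 2.15e-05 from limma). This last comparison is the test of whether the change against BME plus COL1 exceeds the change over time on BME. The core list had a camera adjusted p = 1e-05 in it, and an adjusted p = 0.396 with an estimated correlation. Cell cycle genes went the opposite way, with 45 of 46 higher on BME plus COL1 at day 5 than on BME at day 1. Over all genes, 3588 were higher and 3343 lower, against 2638 and 4870 as TPM. No cells from 2D culture are among the libraries, so the step from 2D culture to BME was not measured here. Cells on BME plus COL1 at day 1 are absent too, so matrix and day change together in this comparison. It cannot tell an early rise on BME from a later fall on BME plus COL1. From the 2 comparisons with BME at day 5, the paper proposes that the transcription of autophagy genes starts early on the way to dormancy.

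**Figure D2:**
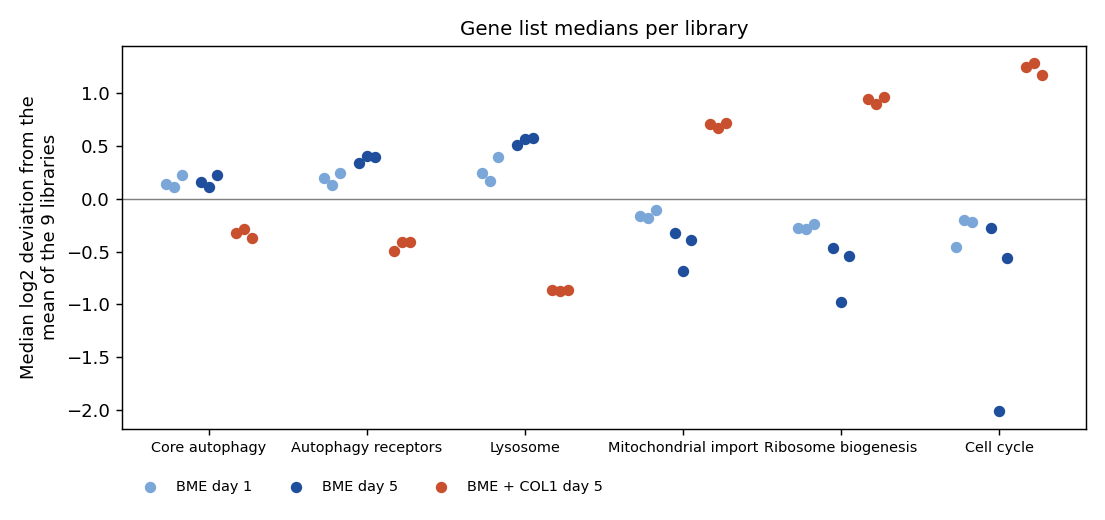
Median log2 deviation of 6 gene lists in each library from the mean of the 9 libraries. Points are libraries, coloured by culture. The core autophagy medians lie between 0.11 and 0.22 in all BME libraries and between -0.37 and -0.29 on BME plus COL1, and the low point of the cell cycle list at -2.01 is BME day 5 replicate b.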

**Fig. 6:**
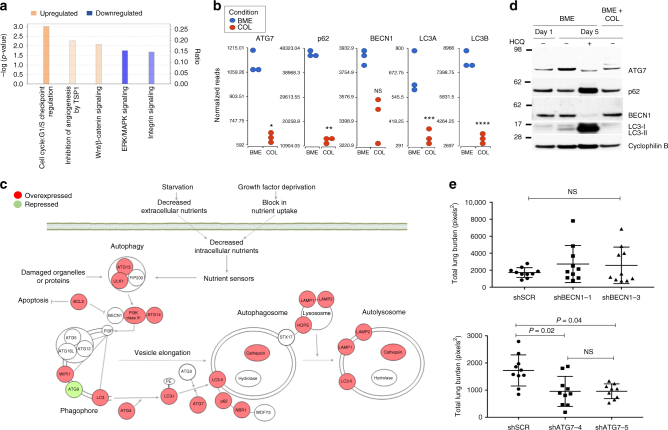
Dormant cells activate a BECN1-independent autophagy pathway. **a** Up and downregulation of breast cancer dormancy-related signalling pathways in D2.0 R cells on BME after 5 days in culture as compared with D2.0 R cells on BME after 1 day in culture. **b** Dot plots representing the differential expression of selected autophagy genes in D2.0 R cells on BME matrices as compared to D2.0 R cells on BME plus COL1 matrices at day 5 of culture (*n* = 3 independent samples per condition. Comparisons by Partek Gene Specific Analysis (GSA) algorithm, false discovery rate (FDR) set at 0.05. *P = 5.45 × 10^−5^; **P = 4.25 × 10^−6^; ***P = 3.05 × 10^−4^; ****P = 9.31 × 10^−6^). **c** Graphical summary of the expression profile of canonical autophagy genes in D2.0 R cells on BME after 5 days in culture as compared with D2.0 R cells on BME plus COL1 after 5 days in culture. **d** Representative western blot of autophagy markers from D2.0 R cells plated on BME or BME plus COL1 with or without HCQ on days 1 and 5. **e** Total lung surface metastatic burden in CD1^nu/nu^ mice injected with D2.0R-GFP stably expressing shSCR (scrambled), shBECN1 (shRNA 1 and 3) (upper panel) or shATG7 (shRNA 4 and 5) (lower panel)

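The genes drawn in Fig. 6c can be followed one step at a time at day 5 on BME against BME plus COL1. Of the initiation genes, Ulk1 had a log2 fold change of 1.02 (standard error 0.08, adjusted p = 5.24e-06 from limma) and its partner Atg13 of 0.85 (standard error 0.07, adjusted p = 3.71e-06 from limma). The class III phosphatidylinositol 3-kinase Pik3c3 (0.96), its subunit Atg14 (1.22) and the phosphoinositide binder Wipi1 (0.64) were also called higher. Of the 4 proteases that process LC3, Atg4a (0.68) and Atg4c (0.56) were higher, Atg4d was lower and Atg4b (0.05) was not called, although it was as TPM (0.39, adjusted p = 0.00247 from limma) and after quantile normalization (0.20, adjusted p = 0.0458 from limma). Atg7, the enzyme that activates LC3 for its attachment to lipid, lies on chromosome 6 from 114593119 to 114810632 of mm9, with 6.14 ± 0.135 FPKM on BME and 3.38 ± 0.0786 on BME plus COL1 (SD, n = 3 cultures) and a log2 fold change of 0.84 (standard error 0.06, adjusted p = 2.86e-06 from limma). The cargo receptor Nbr1 (1.31), the lysosomal membrane proteins Lamp1 (0.98) and Lamp2 (1.55) and the cathepsins Ctsb (1.32), Ctsd (1.74) and Ctsl (0.98) were all higher. Of 8 tested genes of the HOPS tethering complex and the TFEB family of transcription factors, 6 were higher and 1, Vps16, was lower (-0.38, and -0.04 with an adjusted p = 0.611 as TPM).

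Atg9a, a membrane protein that supplies lipid to the growing autophagosome, had 14.2 ± 0.931 FPKM on BME and 6.70 ± 0.102 on BME plus COL1, a log2 fold change of 1.07 (standard error 0.07, adjusted p = 1.11e-06 from limma). Among the genes drawn without colour, Atg12 (0.57), Rb1cc1 (0.26) and Wdfy3 (0.28) were called higher and Atg5 (-0.41) lower. The limma call of Wdfy3 was lost with only the 6 libraries compared (adjusted p = 0.0557) and without BME day 5 replicate a (adjusted p = 0.101), BME + COL1 day 5 replicate a (adjusted p = 0.063) or replicate c (adjusted p = 0.109), and that of Atg5 as TPM (adjusted p = 0.396). Not called were Atg3 (-0.20), Atg16l1 (0.06) and Stx17 (0.15). Stx17 was called higher as TPM (0.50, adjusted p = 4.35e-04), after median-ratio scaling (0.24, adjusted p = 0.00975) and without BME day 5 replicate b (0.25, adjusted p = 0.0245), all from limma. Atg16l1 was called higher as TPM (0.40, adjusted p = 3.1e-04), after median-ratio scaling (0.15, adjusted p = 0.0271) and after quantile normalization (0.22, adjusted p = 0.00418), and lower where only its most abundant transcript is counted (-0.41, adjusted p = 0.00315), all from limma. The direction of Atg3 flips to 0.15 as TPM and 0.10 after quantile normalization, without a call.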

Given the frequent post-translational modifications associated with autophagy^19^, we validated the transcriptomic data by analysing the protein levels of key molecules in the autophagic signalling pathway. We confirmed that autophagy was active in dormant D2.0 R cells on BME compared to proliferating D2.0 R cells cultured in COL1-enriched BME matrices. We further demonstrated that the protein levels of key autophagy effectors were modulated in accordance with the transcriptional profile of cells seeded on BME at day 5 as compared with those on BME at Day 1 (Fig. 6d). 

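At the transcript level, the 4 effectors moved little between day 1 and day 5 on BME. Atg7 rose from 5.04 ± 0.0922 FPKM at day 1 (SD, n = 3 cultures), by 0.28 on the log2 scale (standard error 0.06, adjusted p = 0.0123 from limma), and its adjusted p from limma was 0.0528 without BME day 1 replicate a and 0.0696 with only the 6 libraries compared. Map1lc3b changed by 0.05 (standard error 0.09, adjusted p = 0.675 from limma), with a day 5 value within the spread of the day 1 cultures. Sqstm1 changed by -0.20 (standard error 0.09, adjusted p = 0.0924 from limma) and was not called. The change of Becn1 was -0.11 (standard error 0.07, adjusted p = 0.28 from limma). The signs of these small changes are not stable, since Sqstm1 is at 0.03 after quantile normalization, Becn1 at 0.01 after median-ratio scaling, and Map1lc3b at -0.02 without BME day 1 replicate b. Among the 5 core autophagy genes that rose was also Gabarapl1 (0.46), an LC3 relative whose adjusted p from limma was 0.0509 with only those 6 libraries. Among the 7 that fell was Uvrag (-0.81), a partner of Becn1. The libraries measure transcripts and hold no information on the proteins of Fig. 6d.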

ATG7 and LC3-II were upregulated and p62 downregulated in D2.0 R cells on BME at day 5 as compared with the D2.0 R cells at Day 1, while BECN1 remained unchanged (Fig. 6d). Taken together these data indicate that the differences observed in the autophagic activity of dormant D2.0 R cells reflect changes at the posttranscriptional level.

In addition, we showed that treating dormant D2.0 R cells with HCQ blocked the autophagic flux. Notably, we observed a strong accumulation of p62^22^ and LC3-II^23^ in D2.0 R cells treated with HCQ at day 5 of culture on BME (Fig. 6d). Surprisingly, BECN1 protein levels dramatically decreased upon HCQ treatment.

### Knockdown of ATG7 but not BECN1 reduces metastatic burden

Next, we aimed to confirm the critical role of autophagy in the survival of dormant cells and the involvement of ATG7 and BECN1. We performed an in vivo metastasis burden assay using D2.0R-GFP cells expressing scrambled shRNA (sh-SCR) and two independent short hairpin RNAs (shRNA) for each of the autophagy regulators, BECN1 and ATG7 (Supplementary Fig. 8a). In accordance with the transcriptomic data, we observed no significant differences in the metastatic burden of mice injected with either BECN1 shRNA or sh-SCR cells (Fig. 6e), whereas expression of sh-ATG7 hairpins induced an approximately 2-fold reduction in total lung metastatic burden as compared to controls (Fig. 6f).

### Inhibition of autophagy in dormant cells blocks mitophagy

RNAseq data also suggested that genes critically involved in mitophagy and apoptosis were differentially regulated upon autophagy activation (Supplementary Table 2). 

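Genes of the mitochondrial quality pathway split at day 5 on BME against BME plus COL1. Pink1, the kinase that marks damaged mitochondria, had 18.1 ± 2.46 FPKM on BME and 4.43 ± 0.140 on BME plus COL1 (SD, n = 3 cultures), a log2 fold change of 2.00 (standard error 0.10, adjusted p = 2.87e-07 from limma). Parl, the protease that cleaves PINK1, fell by 0.87 (standard error 0.08, adjusted p = 9.14e-06 from limma). The outer membrane channel Vdac1 fell by 0.97 and the import receptor Tomm20 by 0.80, with adjusted p = 4.14e-04 and adjusted p = 5.25e-05 from limma.

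Of 35 tested genes of apoptosis, 16 were lower on BME, 9 were higher and 10 were not called, also over the list alone. The list as a whole has no direction that holds across scalings, with 18 higher and 10 lower as TPM. The DNA repair gene Parp1 fell by 1.49 (standard error 0.17, adjusted p = 4.32e-05 from limma) and the pore former Bak1 by 0.99 (standard error 0.13, adjusted p = 7.61e-05 from limma). The largest fall was that of Birc5 (survivin), an inhibitor of apoptosis that is made in mitosis (-3.02). Bcl2, which blocks BAK1, rose by 0.74 (standard error 0.11, adjusted p = 2.04e-04 from limma). The pro-apoptotic genes Bmf (4.52) and Bcl2l11 (1.98) rose more, and Bmf was at 3.00 ± 1.97 FPKM on BME with 5.23 in replicate b. With a pseudocount of 1 FPKM the change of Bmf was 1.86. The camera test of the apoptosis list had an adjusted p = 0.923.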

Mitophagy is a type of selective autophagic survival pathway which eliminates damaged or excessive mitochondria^24^. Western blotting analysis of MTOC-1 and TOM20 showed a striking accumulation of these two mitochondrial markers upon autophagy inhibition in dormant D2.0 R cells on BME at day 5 (Fig. 7a). In addition, we analysed protein levels of PTEN-induced putative kinase protein 1 (PINK1), which activates mitophagy in response to mitochondrial damage^25^. We found that dormant BC cells cultured on BME for 5 days showed an increase in the active 66-kDa full-length PINK1 isoform (Fig. 7a)^26^. A decreased expression of both full length and cleaved PINK1 was observed in the HCQ-treated dormant D2.0 R cells. Consistent with the hypothesis that mitophagy blockade and the accumulation of mitochondria would promote cellular damage and death, we found increased levels of ɣH2Ax and cCASP3 in dormant D2.0 R cells treated with HCQ, as compared with non-treated D2.0 R cells on BME or BME plus COL matrices (Fig. 7a). Considering that dormant D2.0 R cells undergo cell apoptosis following autophagy inhibition, the unexpected decrease in the expression of BECN1 and PINK1 in dormant D2.0 R treated with HCQ (Figs. 6d and 7a, respectively) might reflect the increased susceptibility of these molecules to proteolysis during apoptosis. Indeed, caspase-mediated cleavage of BECN1 has been previously reported^27^. Indeed, we observed a sharp decrease in the expression of other cytoplasmic proteins upon HCQ treatment of D2.0 R cells on BME, such as β-actin or α/β-tubulin (Supplementary Fig. 8b), possibly accounting for the high proteolytic activity in apoptotic D2.0 R cells under these conditions.

**Fig. 7:**
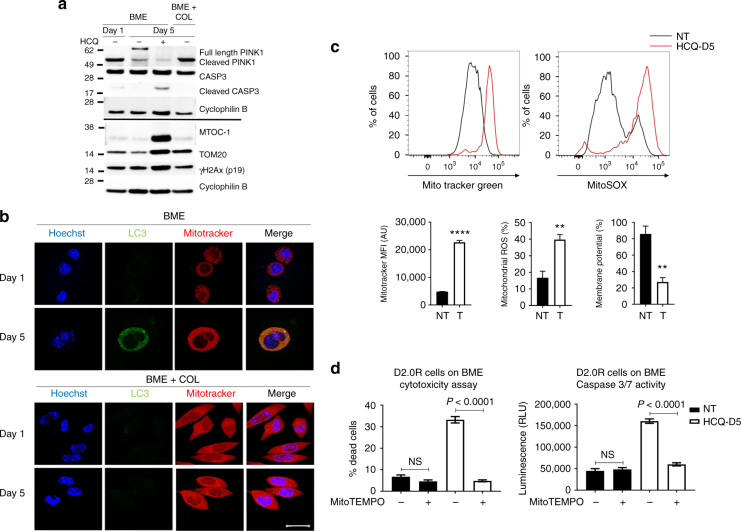
Autophagy inhibition leads to dysfunctional mitochondria and apoptosis. **a** Representative western blot of mitophagy markers from D2.0 R cells plated on BME or BME plus COL1 with or without HCQ on days 1 and 5. **b** Representative images of live D2.0 R cells transfected with the GFP-LC3 reporter and stained with MitoTracker® Red CMXRos on BME or BME plus COL1 matrices for 5 days. Scale bar is 20 µm **c** Mitochondrial (MitoTracker® Green), mitochondrial reactive oxygen species (ROS; MitoSox™) and mitochondrial membrane potential (TMRM) quantification in D2.0 R cells on BME or BME plus COL1 matrices with or without HCQ (mean ± s.e.m, *n* = 60,000 cells from 3 independent experiments. Comparisons by Mann–Whitney *U*-test, two-sided. **P ≤ 0.01; ****P ≤ 0.0001). NT, non-treated; HCQ-D5, hydroxychloroquine treatment beginning on day 5; MFI, mean fluorescence intensity. **d** MitoTempo is protective of ROS-induced cell death in D2.0 R cells on BME treated with HCQ. Cells were pre-treated for 5 days with 20 μM MitoTempo and subsequently exposed to 50 μM HCQ for 24 hrs. Cell viability was assessed by Cytotox Glo assay (left graph. Mean ± s.e.m, *n* = 3 wells. Comparisons by unpaired two-sided *T*-test) and Caspase 3 and 7 activity (right graph. Mean ± s.e.m, *n* = 3 wells. Comparisons by unpaired two-sided *T*-test). Data are representative of three independent experiments

Analysis of the potential physical interaction between autophagosomes and mitochondria in dormant D2.0 R cells revealed that an average of 75% of the mitochondrial mass in dormant D2.0 R cells on BME co-localised with LC3-GFP in autophagosomal structures at day 5 of culture, while no co-localisation was detectable in proliferating cells on BME plus COL1 at any time (Fig. 7b). Consistent with these findings, dormant D2.0 R cells on BME at day 5 accumulated more mitochondria when treated with HCQ compared to untreated D2.0 R cells. Furthermore, the accumulation of mitochondria in dormant D2.0 R cells treated with HCQ was accompanied by an increase in mitochondrial ROS and a decrease in mitochondrial membrane potential (Fig. 7c), suggesting that the blockade of autophagic flux inhibited the clearance of damaged mitochondria producing toxic by-products, including mitochondrial superoxide. The later observation was confirmed by rescuing D2.0 R viability upon treatment with HCQ through the addition of the mitochondrial-targeted ROS scavenger MitoTEMPO to the 3D cultures. Both the percentage of dead D2.0 R cells and the caspase 3 and 7 activities were significantly decreased by the presence of MitoTEMPO in the 3D culture after cells were treated with HCQ at day 5 of culture (Fig. 7d).

## Discussion

The role of autophagy in cancer is complex since it can both suppress cancer initiation and promote the growth and maintenance of established tumours^28^. Recent investigations suggest that autophagy facilitates multiple steps in the metastatic cascade^29,30^. Indeed, a role for autophagy in supporting tumour cell dormancy has been suggested^15^ but experimental evidence has been limited^17,18^. The results described in this study demonstrate that BC cells utilise autophagy while in a dormant state. Further, inhibition of autophagy drastically impairs the survival of dormant BC cells in vitro and in vivo.

Importantly, autophagy inhibition does not induce apoptosis in proliferating cells, underscoring the specificity of the toxic effect of autophagy blockade in dormant BC cells. Although autophagy inhibition impedes the survival of dormant D2.0 R BC cells in 3D culture and in vivo, delaying the anti-autophagic treatment until after the dormant-to-proliferative switch has occurred, significantly reduces the cell population undergoing apoptotic cell death. Importantly, extended follow-up of the animals after treatment with HCQ confirmed the therapeutic efficacy of autophagy inhibition against dormant DTCs, since we repeatedly observed a significant decrease of the metastatic tumour burden in mice treated with HCQ following tumour cell injection compared to controls. However, when treatment with HCQ was delayed for 7 days following cell injections, we no longer observed significant differences in the metastatic tumour burden of untreated vs treated mice bearing fibrotic lungs. These data further confirmed the insensitivity of proliferating DTCs to autophagy inhibition.

These results were not limited to D2.0 R cells. We observed that after a short latency period during which the highly metastatic D2A1 and MDA-MB-231 cell lines were sensitive to HCQ treatment, the cells were protected from the induction of apoptotic cell death upon treatment with autophagy inhibitors once they began to spontaneously proliferate. These observations were confirmed in vivo through the demonstration that D2A1 cells were insensitive to autophagy inhibition once they had undergone the spontaneous dormant-to-proliferative switch. This was in sharp contrast with the prominent decrease in metastatic tumour burden observed in mice treated immediately with HCQ following D2A1 cell injection. Notably, the two cell lines exhibiting a stable dormant phenotype in our model system, D2.0 R and MCF7^8^, were sensitive to autophagy inhibition regardless of when autophagy inhibition was initiated.

The dependence of dormant BC cells on autophagy was further demonstrated through examination of the autophagic flux in D2.0 R cells exposed to both non-fibrotic (dormant) and fibrotic (proliferative) lung environments. We have demonstrated that autophagy is a critical process during the early phase of metastatic dissemination of BC cells in both growth restrictive and growth permissive microenvironments. However, proliferating BC cells are significantly less sensitive to autophagy inhibition compared to their dormant counterparts. These data further demonstrate that disseminated BC cells undergo an initial quiescent phase in the metastatic colonisation process, which is highly dependent on autophagy. The duration of the quiescent phase might be variable depending on multiple factors, among them the metastatic capacity of the cells and microenvironmental conditions^31^.

In addition, our results suggest that as quiescent BC cells transition into a proliferative phase, autophagy is downregulated and no longer appears critical for their maintenance as other survival signals likely become activated. This observation might provide an explanation for the discordant results from clinical trials addressing the clinical efficacy of autophagy inhibitors in cancer treatment. Our data suggests that inhibition of autophagy may primarily affect survival of dormant/quiescent cells prior to their adaptation to a new metastatic microenvironment. Once established in their new environment or after proliferation has been initiated, cells no longer require autophagy and therefore would not be expected to respond to autophagy inhibition, resulting in the lack of response in patients diagnosed with either early stage disease or clinically detectable metastasis. It is also possible that cells in the primary tumour or proliferating in overt metastasis use other survival pathways besides autophagy or following an initial phase of autophagy in which case autophagy inhibition may not be effective.

A limitation of the model systems used in these studies is that the induction of the dormant-to-proliferative switch by collagen or fibrosis is not reversible and that once this occurs, autophagy is no longer a critical survival pathway. It will be of interest in the future as more sophisticated dormancy models are developed to determine whether the autophagy survival pathway is reactivated if proliferating cells can be induced to enter dormancy. Also, metastatic disease is the result of the interaction of a myriad of factors, both tumour autonomous and tumour non-autonomous. The tumour non-autonomous factors include collagen^32^, a property exploited by our in vitro and in vivo model systems^8–10^, but also many other molecules and cellular interactions which contribute to the metastatic process^2^.

Our data indicate that transcriptional expression of the autophagy pathway is an early event in dormancy. 

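Lysosomal genes too were higher on BME at day 1 than on BME plus COL1 at day 5, a comparison in which matrix and day differ together. Of 47 lysosomal genes, 45 were lower on BME plus COL1 at day 5 than on BME at day 1 and none was higher. The lysosomal list rose further on BME with time, from library medians of 0.17 to 0.39 at day 1 to medians of 0.51 to 0.57 at day 5, as log2 deviations from the mean of the 9 libraries. Of 15 autophagy receptors, 11 were lower and none was higher. The α-galactosidase gene Gla went from 17.0 ± 2.25 FPKM on BME at day 1 to 1.60 ± 0.0750 on BME plus COL1 at day 5 (SD, n = 3 cultures), a log2 fold change of -3.32 (standard error 0.11, adjusted p = 1.04e-07 from limma). The lysosomal lipase Lipa changed by -2.51 (standard error 0.13, adjusted p = 7.94e-07 from limma) and the receptor Optn by -2.35 (standard error 0.08, adjusted p = 1.27e-07 from limma). Cathepsin D was high throughout, at 389 ± 33.4 FPKM on BME at day 1, 568 ± 81.5 on BME at day 5 and 169 ± 2.66 on BME plus COL1. The camera tests gave an adjusted p = 6.17e-15 for the lysosomal genes and an adjusted p = 1.39e-04 for the receptors, and both had an adjusted p = 0.396 with an estimated correlation.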

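Becn1 encodes Beclin 1, a subunit of the lipid kinase complex that starts the autophagosome, and lies on chromosome 11 from 101149581 to 101163581 of mm9. It had 45.5 ± 2.13 FPKM on BME at day 1, 42.3 ± 2.40 on BME at day 5 and 38.5 ± 0.803 on BME plus COL1 at day 5 (SD, n = 3 cultures). Between the matrices at day 5 its log2 fold change was 0.13 (standard error 0.07, adjusted p = 0.127 from limma). This comparison was called where the libraries were scaled in another way, with 0.48 as TPM (adjusted p = 7.49e-05), 0.23 after median-ratio scaling (adjusted p = 0.00133) and 0.52 after quantile normalization (adjusted p = 1.35e-05), all from limma, and without BME day 5 replicate b (0.18, adjusted p = 0.00948). Against BME at day 1, the BME plus COL1 cultures were lower by a log2 change of -0.24 (standard error 0.07, adjusted p = 0.0177 from limma), a call that was lost without BME + COL1 day 5 replicate c (adjusted p = 0.0539 from limma).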

Interestingly, we also found that BECN1 expression was unchanged across the entire dataset as well as the protein level. Although knocking down the expression of BECN1, a key regulator of autophagy, in D2.0 R cells did not affect the average metastatic burden in vivo, knockdown of ATG7 significantly reduced the metastatic capacity of D2.0 R cells as compared to control cells. These data indicate that autophagy occurs in dormant D2.0 R cell following a non-canonical signalling pathway, which is independent of BECN1.

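Of 19 tested regulators and receptors of mitophagy, 6 were higher on BME than on BME plus COL1 at day 5, 6 were lower and 7 were not called. The receptor Optn, which links ubiquitinated mitochondria to LC3, rose from 2.38 ± 0.152 FPKM on BME plus COL1 to 12.8 ± 0.788 on BME (SD, n = 3 cultures), by 2.38 on the log2 scale (standard error 0.08, adjusted p = 6.75e-08 from limma). The inner membrane receptor Phb2 fell by 1.50 (standard error 0.13, adjusted p = 6.25e-06 from limma). The median of the list was -0.01 and its mean 0.20, and camera gave it an adjusted p = 0.587. As TPM, 11 were higher and 4 lower.

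Genes of mitochondrial protein import were lower on BME, while those of oxidative phosphorylation had no direction that held across scalings. Of 23 genes of mitochondrial protein import, 22 were lower and none was higher, among them Grpel1 (-1.89) and Tomm40 (-1.87). The camera test gave an adjusted p = 3.07e-05, and an adjusted p = 0.665 with an estimated correlation. Of 74 nuclear genes of oxidative phosphorylation, 45 were lower and 2 higher (42 and 2 when adjusted over the list alone), but the direction rests on the scaling, with 27 lower and 26 higher as TPM and 20 lower and 31 higher after quantile normalization. The ATP synthase gene Atp5b fell by 1.06 (standard error 0.12, adjusted p = 3.7e-05 from limma), but was at -0.45 after quantile normalization. The cytochrome gene Cyc1 fell by 1.53 (standard error 0.11, adjusted p = 2.26e-06 from limma). The files hold no transcripts of the mitochondrial genome.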

Transcriptomic data of dormant BC cells also revealed the activation of mitophagy, a selective form of autophagy corresponding to the engulfment and degradation of damaged or excessive mitochondria^24^. We observed a striking accumulation of mitochondrial proteins upon autophagy inhibition, further suggesting that mitochondria constituted a significant proportion of the autophagosomal cargo in BC dormant cells. There are three major pathways involved in mitophagy activation, including the pathway activated by PINK1 stabilisation in the mitochondrial outer membrane^33^. Indeed, we found that dormant BC cells exhibited an accumulation of the active form of PINK1 at day 5 of culture on BME matrices. In addition, we have reported a high degree of co-localisation between LC3 and mitochondrial markers in dormant BC cells together with a decrease in mitochondrial membrane potential and an increase in mitochondrial ROS and mitochondrial mass in dormant BC cells treated with HCQ as compared with their non-treated counterparts. It is well known that impaired mitochondria produce a high level of ROS and consequently, cellular damage^34,35^. Increased levels of ɣH2Ax and cCASP3 upon autophagy inhibition in dormant BC cells further highlighted the relevance of mitochondrial quality control in the maintenance of quiescent BC cell integrity.

The data from this study provide compelling evidence for the vital role of autophagy in BC dormancy, in which the clearance of damaged mitochondria and maintenance of redox homoeostasis in the early stages of the metastatic colonisation appear to play an important role. These results suggest that the inclusion of therapeutic approaches to inhibit autophagy as part of the treatment of primary BC tumours or as an adjuvant therapy might reduce the dormant tumour cell population responsible for BC recurrence and ultimately improve the survival rates of BC patients.

## Methods

### Cell lines and cell culture

Mouse mammary tumour D2.0 R and D2A1 cells were derived from spontaneous hyperplastic alveolar nodules^13,36^ and provided by Ann Chambers (London Cancer Center, London, Ontario, Canada). MDA-MB-231 and MCF7 cells were obtained from American Type Culture Collection (ATCC, HTB-26 and HTB-22, respectively). The cells were grown in 2D and 3D cultures^8^. Briefly, cells grown in 2D were maintained in DMEM high glucose (4.5 g/L glucose, Gibco, 11965), 10% fetal bovine serum (FBS) at 37 °C and 5% CO_2_. To generate the 3D in vitro systems, the cells were cultured in growth factor–reduced three-dimensional Cultrex® Basement Membrane Extract (BME) (obtained from Trevigen, Gaithersburg, MDUSA;3432-005-01). Cell culture plates and chamber slides were coated with 150 μl BME or BME and COL1 per cm^2^. 1.5 × 10^4^ cells/ml were resuspended in DMEM low glucose (1 g/L glucose, Gibco, 11885) either supplemented with 2% FBS and 2% BME or 2% FBS and BME plus COL1 (2 mg/ml final COL1 concentration). Cells were cultured on the coated slides at 37 °C and 5% CO_2_ and re-fed every 5 days. Cultrex® Basement Membrane Extract (BME) (obtained from Trevigen, Gaithersburg, MDUSA;3432-005-01), is extracted from Engelbreth-Holm-Swarm (EHS) tumours as a solubilized basement membrane. The extract primarily contains laminin, collagen IV, entactin, and heparan sulphate proteoglycan. The BME used in these experiments has been processed to minimise matrix-associated growth factors. It will polymerise to form a basement membrane matrix hydrogel at 37 °C which provides an extracellular matrix environment for the 3D in vitro culture conditions used in these studies (https://trevigen.com/product-category/physiologic-cell-culture/extracellular-matrix-proteins/). D2.0 R and D2A1 stably expressing GFP were generated via lentiviral infection of the pSICO construct (provided by Tyler Jacks, Massachusetts Institute of Technology, Cambridge, Massachusetts, USA). HCQ, 3-MA and Bafilomycin were used as autophagy inhibitors (Sigma-Aldrich). MitoTEMPO was used as a mitochondrial ROS quencher at 20 µM in vitro.

### Expression of mCherry-EGFP- LC3 and GFP-LC3 in D2.0 R cells

pBABE retroviral vectors containing mCherry-EGFP- LC3 (Addgene, 22418) or GFP-LC3 (Addgene, 22405) were transfected into PT67 cells (ATCC) using Lipofectamine 3000 (Life Technologies). Retrovirus-containing suspension was collected after 48 h, passed through a 45um filter to obtain viral particles and D2.0 R were transduced in suspension while spinning at 180×*g* for 1 h and subsequently selected with puromycin.

### Knockdown of ATG7 and BECN1

TRC lentiviral shRNA constructs targeting ATG7 (RMM4534-EG74244; Clone IDs: TRCN0000092163, TRCN0000092164, TRCN0000092165, TRCN0000092166 and TRCN0000092167), BECN1 (RMM4534-EG56208; Clone IDs: TRCN0000087288, TRCN0000087289, TRCN0000087290, TRCN0000087291 and TRCN0000087292) or scrambled shRNA (RHS6848) were purchased from Dharmacon. 293 T cells were transfected with 1ug of shRNA and 1ug of viral packaging plasmids (250ng pMD2.G and 750 ng psPAX2) using 6µl of Xtreme Gene 9 transfection reagent (Roche). After 48 h, virus-containing supernatant was passed through a 45 µm filter to obtain viral particles, which were then transferred to 50,000 D2.0 R cells infected in suspension while spinning at 180×*g* for 1 h. Finally, 48 h after transduction, the cells were selected with puromycin and the knockdown verified by western blot.

### Cytotoxicity assay

1.5 × 10^3^ cells were resuspended in 100 μl DMEM (1 g/l glucose; Invitrogen) supplemented with 2% FBS and 2% Cultrex basement membrane extract (BME) (Trevigen) or 2% FBS and BME plus COL1 (2 mg/ml final COL concentration), with or without HCQ, and were grown in triplicate in 96-well plates coated with 50 μl BME or BME plus COL1. The % of dead cells were measured using the Cytotox-Glo Cytoxocity assay (Promega), according to the manufacturer’s instructions. Briefly, 25 µl of cytotox-Glo reagent was added to each well, incubated for 10 min and luminescence was read to assess cytotoxicity. For the assessment of total cell number, 25 µl of lysis reagent was added followed by 10 min incubation and luminescence read in a Glomax (Promega) microplate luminometer.

### Caspase 3/7 activity assay

Caspase 3/7 activity was performed using the Caspase-Glo 3/7 Assay (Promega) according to the manufacturer’s protocol. Cells were seeded in 3D cultures as described above with or without 20 μM MitoTEMPO for 5 days. Cells were treated with HCQ at day 5 and assayed after 24 h. Briefly, plates and reconstituted caspase 3/7 reagent were allowed to equilibrate to room temperature (RT), reagent was then added to wells at a 1:1 ratio and incubated for 1 h at RT. Luminescence was measured using aGlomax (Promega) microplate luminometer. Wells with all assay components, except the cells, served as blank controls.

### Proliferation assay

Cells were plated in 3D cultures as described above with or without HCQ and were grown in triplicate in 96-well plates coated with 50 μl BME or BME plus COL1. Proliferation was measured using the CellTiter 96® AQueous One Solution Cell Proliferation Assay (Promega), respectively, according to the manufacturer’s instructions. Briefly, 20 µl of CellTiter 96® AQueous One Solution were added to each well, and the absorbance at 490 nm was recorded 2 h later.

### BrdU incorporation assay

Proliferation was analysed using the BrdU Cell Proliferation Assay Kit (Cell Signaling Technology,6813) according to the manufacturer’s instructions. Cells were pulsed with BrdU for 1 h.

### Western blot analysis

Protein was extracted from 3D cultures as previously described^37^. Western blotting was conducted as previously reported^9^, with minor modifications. Briefly, 10 μg of total protein were loaded in NuPAGE™ 4–12% Bis–Tris Protein Gels (Invitrogen). After separation, proteins were transferred to PVDF membrane (Millipore). Primary antibodies used were: from Cell Signaling Technology anti-ATG7 (8558, dilution 1/1000), p62 (5114, dilution 1/1000), BECN1 (3495, dilution 1/1000), LC3 (12741, dilution 1/1000), CASP3 (9662, dilution 1/1000), cleaved CASP3 (9661, dilution 1/1000), ɣH2Ax (p139S) (2577, dilution 1/1000), from Abcam anti-PINK1 (ab75487, dilution 1/500), MTOC-1 (ab14705, dilution 1/2000), TOM20 (ab56783, dilution 1/500) and from Thermo Scientific anti-Cyclophillin B (PA1-027A, dilution 1/300), followed by secondary antibodies (GE Healthcare). Blots were imaged in a ChemiDoc™ Imaging Systems (Biorad). Uncropped images of western blots are shown in Supplementary Figures 9 and 10.

### Immunofluorescence

Cells were plated in 3D cultures as described above in 24-well plates with or without HCQ. Well coatings containing the cells were smeared on permafrost slides and fixed for 10 min with 4% PFA. The cells were washed 10 min with PBS and permeabilized with PBS containing 0.5%Triton X-100 (Sigma) for 10 min, at 4 °C. Permeabilized cells were washed with PBS (3 × 15 min) and blocked with 10% goat serum for 1 h and incubated overnight at 4 °C with primary antibody. Slides were incubated with anti-LAMP1 from Novus Biologicals (NBP2-25154) and from Cell Signaling Technology anti-LC3 (CST, 12741), Ki67 (CST 9449) or cleaved CASP3 (CST, 9661) in 5% BSA and Tris-buffered saline and 0.05% Tween 20 (TBS-T) at 4 °C overnight. Later, the slides were incubated with either Alexa fluor 488 goat anti-rabbit and Alexa fluor 568 goat anti-mouse secondary antibodies or Alexa fluor 488 goat anti-mouse and Alexa fluor 594 goat anti-rabbit (Invitrogen) for 1 h, mounted with Vectashield mounting medium with 4’,6-diamidino-2-phenylindole (DAPI) and imaged using a Zeiss LSM 780 confocal microscope.

### Live cell imaging

Cells were plated in 3D cultures as described above in µ-slides (Ibidi) with or without HCQ. Prior to the observation of the cultures, the cells were incubated with 500 nM MitoTracker Red CMXRos (M7512, Invitrogen) and/or Hoechst 33342 (R37605, Invitrogen) and subsequently imaged using a Zeiss LSM 780 confocal microscope.

### Digital image acquisition and processing

Digital images were acquired using: (1) an inverted microscope EVOS FL auto (Thermo Fisher Scientific); (2) confocal images of 3D cultures were taken using Zeiss LSM-780 confocal system for which acquisition was performed using Zeiss LSM software ZEN. Images were composed and edited in ZEN or Photoshop CC (Adobe) software, in which background was reduced using brightness and contrast adjustments applied to the whole image. Co-localisation of GFP-LC3 and MitoTracker RedCMXRos was determined using a ZEN automated macro pipeline calculating double-positive pixels.

### Flow cytometry analysis

To isolate mCherry-GFP-LC3 D2.0 R cells, the lungs were mechanically disaggregated (gentleMACS, Miltenyl Biotec) and filtered through 40 µm and 10 µm cell strainers. Cells isolated from BME matrices^37^ were stained using 100 nM MitoTracker Green FM (M7514), mitochondrial ROS using 5 μM MitoSox (M36008) and mitochondrial membrane potential using 250 nM TMRM (T-668), following the manufacturer’s protocol (Invitrogen). Prior to FACS, cells were stained with Pacific blue (Invitrogen) to discriminate live and dead cells and directly analysed without fixing. Data acquisition of the stained cells was performed on LSR–Fortessa cytometer and the analysis was performed on FlowJo software. Autophagic flux was determined by plotting the ratio of mCherry:EGFP in D2.0 R stably expressing the tandem reporter mCherry-GFP-LC3. To define low and high autophagic flux cell populations we performed a preliminary study in which we subjected D2.0 R mCherry-GFP-LC3 cells to starvation conditions (cells cultured in or DMEM 2 g/dL glucose + 2% FBS) while in culture for 6 days. We used these cells as an autophagy positive control and compared the resulting mCherry:EGFP ratio to that obtained from D2.0 R mCherry-GFP-LC3 cells grown in complete media (DMEM 4.5 g/dL glucose + 10% FBS) for 6 days. Starved D2.0 R mCherry-GFP-LC3 cells showed a higher mCherry:EGFP ratio as compared to non-starved D2.0 R mCherry-GFP-LC3 cells (Supplementary Fig. 7c). These cell populations were defined as high autophagic flux and low autophagic flux D2.0 R mCherry-GFP-LC3 cells and the analysis settings used in this experiment were later applied to analyse the flow cytometry data from D2.0 R mCherry-GFP-LC3 cells isolated from mouse lungs in the experiment reported in Fig. 4f of the main text.

Mean fluorescence intensity (MFI) values were normalised to the mitochondrial mass of the cells and calculated to determine the percentage of mitochondrial ROS and the percentage of mitochondrial membrane potential. To do that, we calculated the MFI ratio of Mitosox or TMRM to Mitotracker Green in order to obtain normalised MFI values for mitochondrial ROS and mitochondrial membrane potential, respectively. Values were expressed as a percentage of positively stained cells out of the entire cell population analysed.

### RNAseq and bioinformatics analysis

Cells were isolated from the 3D matrices^37^. Briefly, culture matrices were incubated with 2 ml of ice cold DPBS, 5 mM EDTA solution at 4 °C in agitation for 60 min. Solubilized culture matrices and cells were transferred to a tube and spun at 3200 xg, 4 °C for 10 min. Supernatant was discarded and pellets resuspended in 10 ml of ice cold DPBS, 5 mM EDTA solution. Resuspended cells were spun at 1700×*g* 4 °C for 15 min. This step was repeated twice or until the cell pellets were visible. Following cell extraction from the matrices, RNA was extracted using the RNeasy kit (Qiagen) following the manufacturer’s instructions. The quality and quantity of extracted total RNA was assessed using TapeStation 2200 (Agilent). All RNA sequencing (RNA-seq) analyses were performed using three biological replicates. Library preparation was performed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina with NEBNext multiplexing oligos using the manufacturer’s protocol. RNA sequencing was conducted on the Illumina HiSeq 2500. Aligned reads (BAM files) were analysed using PartekFlow software for differential expression and gene enrichment analysis. Comparisons used Partek Gene Specific Analysis (GSA) algorithm and multiple comparisons were corrected using false discovery rate (FDR), which was set at 0.05. Ingenuity Pathway Analysis was applied to differentially expressed gene sets to identify the pathways that changed across the dataset.

### Animal studies

Study approval: All animals were treated in accordance with the guidelines of the Animal Care and Use of Laboratory animals (NIH publication no. 86–23, 1985) under the protocol LCBG-033 approved by the IACUC of the National Cancer Institute (NCI).

Pulmonary fibrosis: Pulmonary fibrosis was induced in 8-week-old female CD1^nu/nu^ athymic mice (Charles River Laboratories)^38^. Mice received 5 × 10^8^ PFU of adenoviral vector expressing either active TGFβ1 (Ad-TGFβ1223/225) to induce fibrosis or adenovirus-null vector control (Ad-empty) in 20 μl PBS to the lungs through nasal instillation.

Experimental metastasis assay: 21 days after infection, 1 × 10^6^ D2.0R-GFP cells were tail vein injected into CD1^nu/nu^ athymic mice. Alternatively, 1 × 10^6^ sh-SCR, sh-BECN1 (shRNA 1 and 3) and sh-ATG7 (shRNA 4 and 5) D2.0R-GFP cells, mCherry-EGFP-LC3 D2.0 R cells or D2A1-GFP cells were tail vein injected into CD1^nu/nu^ athymic mice that did not receive adenovirus.

In vivo treatment: Autophagy was blocked in CD^nu/nu^ athymic mice by injecting 50 mg per Kg of body weight of HCQ or vehicle (PBS) i.p. 5 days a week for 3 weeks.

Lung imaging: At the experimental endpoint, mice were killed, their lungs extracted, perfused with PBS and imaged by fluorescent single cell organ microscopy (SCOM) imaging (EVOS FL Auto, Thermo Fisher Scientific)^9^. Images of the total surface of the lungs were captured at ×10 magnification and analysed using ImageJ software (NIH).

### Statistics

In vitro experiments were repeated at least 3 times with 3 technical replicates each with representative images, blots and histograms shown. All data are represented as the mean ± standard error of the mean (SEM; represented as error bars in the graphs). Shapiro-Wilks test was used to assess data normality and, according to the results, a parametric or a non-parametric test was chosen, as specified in the Fig. legends. *P* ≤ 0.05 was considered significant. Details of the statistical analyses of metastatic lesion measurements by SCOM^9^ are as follows. Pixel counts of GFP-positive metastatic lung lesions were quantified for the entire surface area of each lung. Lesions with >10 and <1000 pixels^2^ represented individual tumour cells; lesions with >1000 pixels^2^ represented multicellular metastatic lesions. Total tumour burden/lung was represented by the total number of pixels^2^ detected on the entire surface of each lung. Average tumour burden/lung was represented as the mean size of the metastatic lesions. Statistical analyses of differences in the distribution of tumour burden between groups utilised Mann–Whitney *U*-test for pairwise comparisons and Kruskal–Wallis test for multiple group comparisons with Dunn’s correction. Statistical significance was set at *P* < 0.05.

### Data availability

Sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE112094. All other relevant data are available from the corresponding author on request.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Autophagy promotes the survival of dormant breast cancer cells and metastatic tumour recurrence
**Source:** Nat Commun. 2018 May 22;9:1944. doi: 10.1038/s41467-018-04070-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Autophagy promotes the survival of dormant breast cancer cells and metastatic tumour recurrence.

Vera-Ramirez et al.

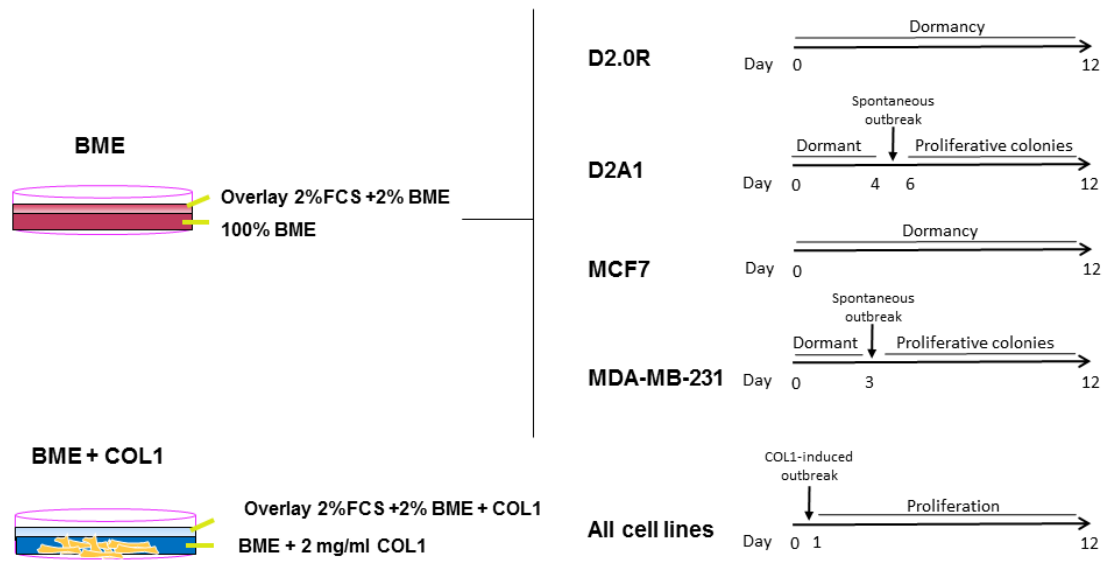

**Supplementary Fig. 1. *In vitro* growth kinetics in 3D cultures of mouse and human breast cancer cell lines.** Schematic representation of the dormant/proliferative behaviour of each cell line in 3D culture. The proliferative behaviour of the cells on BME alone are shown at the top of the figure, while the phenotype on BME + COL1 is shown at the bottom.

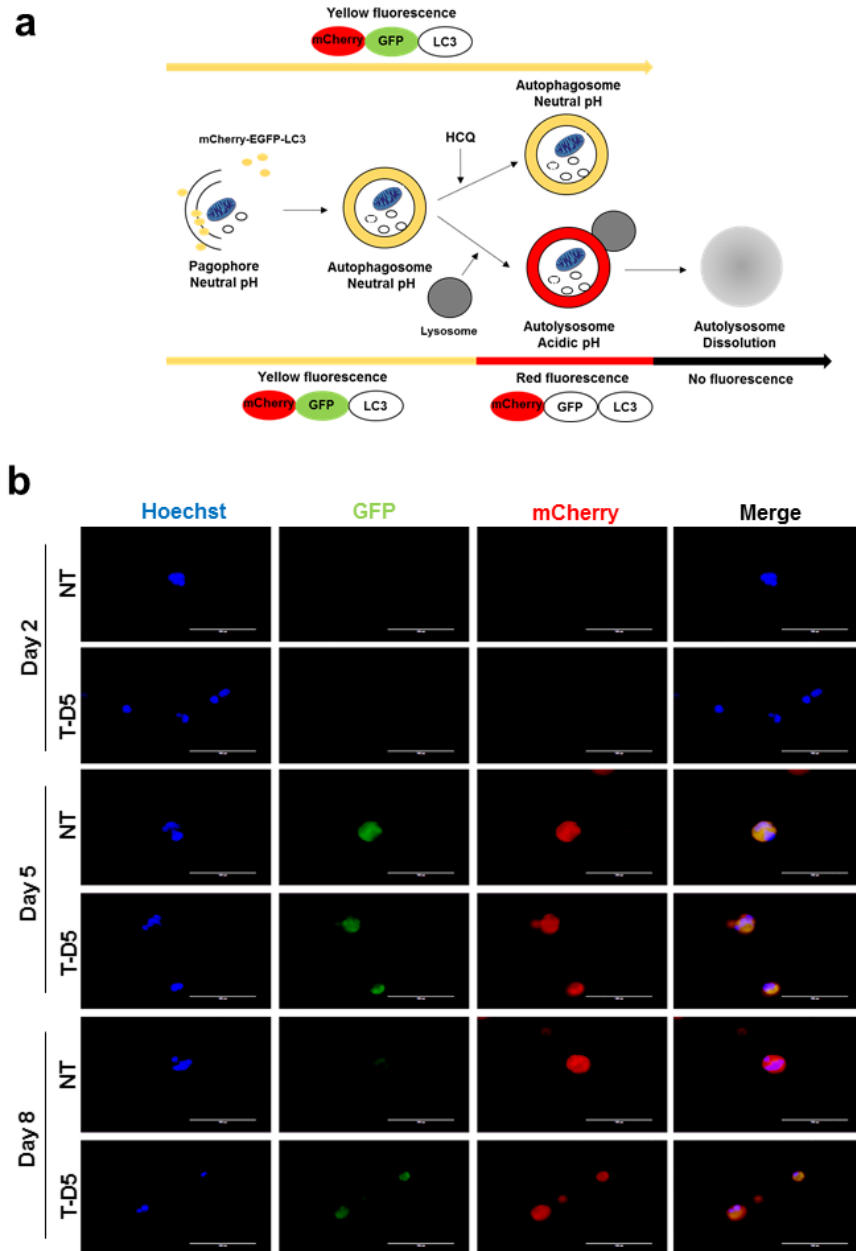

**Supplementary Fig. 2. Tracking autophagy with double-tagged LC3B.** **a.** Schematic representation of the tandem fusion of mCherry and GFP tagged LC3B pH-sensitive biosensor that is used to monitor autophagy in live cells. The GFP tag is acid-sensitive

while the mCherry tag is acid-insensitive. Therefore, the double-tagged LC3 protein (mCherry-GFP-LC3) will emit yellow (green merged with red) fluorescence in non-acidic structures (autophagosomes) whereas it appears as red only after lysosome-autophagosome fusion (autolysosomes) due to quenching of GFP in these acidic structures. When the fusion between lysosome and autophagosome is blocked [i.e. by treating the cells with lysosomotropic agents, such as hydroxychloroquine (HCQ)] the switch of yellow to red fluorescence is not observed. **b.** Representative images of live D2.0R cells transfected with the mCherry-EGFP-LC3 reporter, grown on BME for 2, 5 and 8 days. Cultures were treated with vehicle (NT) or HCQ at day 5 of culture (T-D5). Cells show the transition from non-acidic autophagosomes (yellow fluorescence) at day 5 of culture to acidic autolysosomes (red fluorescence) at day 8 of culture. Note that when treated with HCQ, D2.0R mCherry-GFP-LC3 cells do not transition to red only fluorescence at day 8 of culture. Scale bar is 100µm. HCQ, hydroxychloroquine; D5, cells treated with HCQ after 5 days in culture

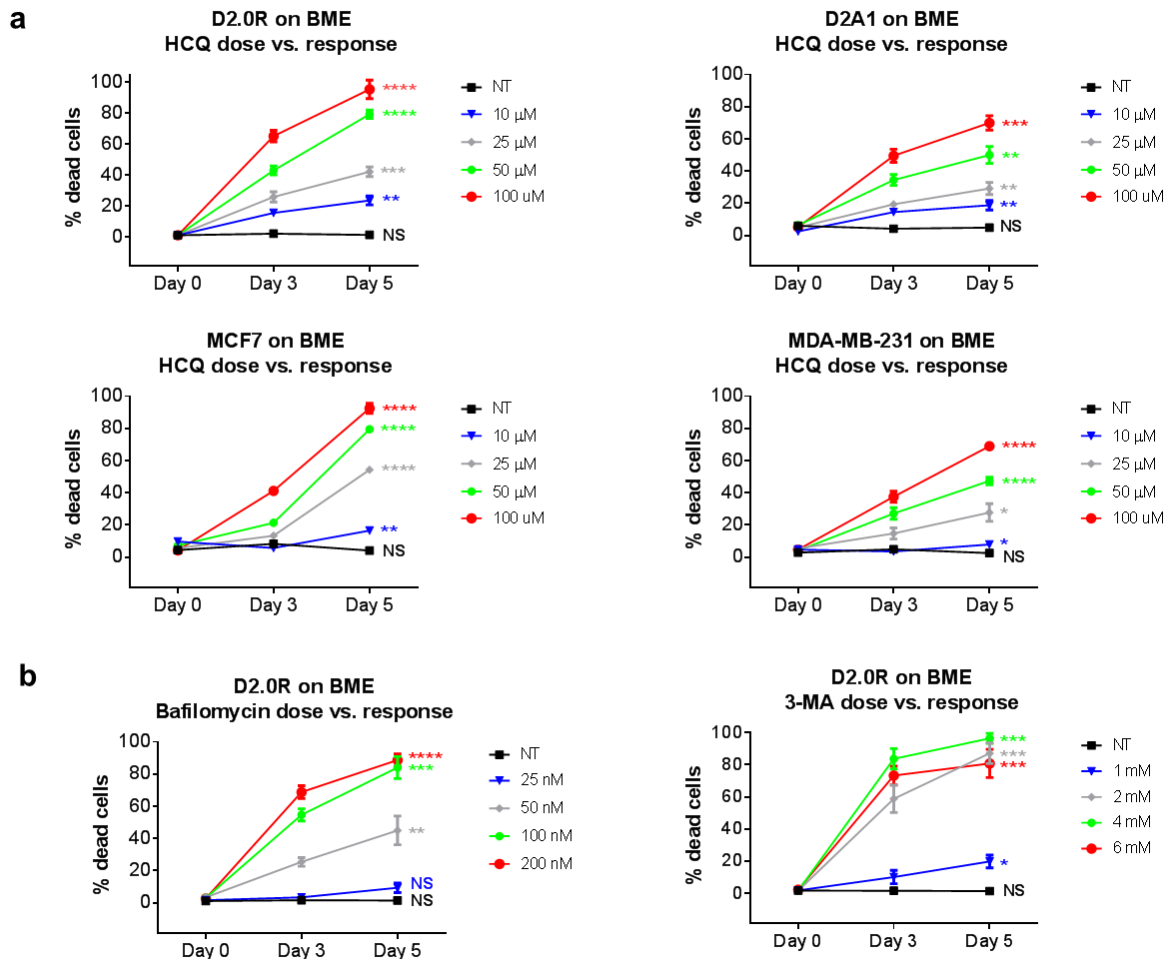

**Supplementary Fig. 3. Autophagy inhibition through the use of different drugs promotes cell death in several breast cancer cell lines on BME matrices. a.** Hydroxychloroquine (HCQ) induced a dose-dependent reduction in the proportion of viable D2.0R, D2A1, MCF7 and MDA-MB-231 cells on BME, as determined by cytotoxicity assay (mean  $\pm$  s.e.m,  $n=3$  wells. Comparisons by unpaired two-sided T test. \* $P\leq 0.05$ , \*\* $P\leq 0.01$ , \*\*\* $P\leq 0.001$  and \*\*\*\* $P\leq 0.0001$ ). **b.** 3-methylalanine (3-MA) and Bafilomycin induced a dose-dependent reduction in the proportion of viable D2.0R cells on BME, as determined by cytotoxicity assay (mean  $\pm$  s.e.m,  $n=3$  wells. Comparisons by unpaired two-sided T test. \* $P\leq 0.05$ , \*\* $P\leq 0.01$ , \*\*\* $P\leq 0.001$  and \*\*\*\* $P\leq 0.0001$ ).

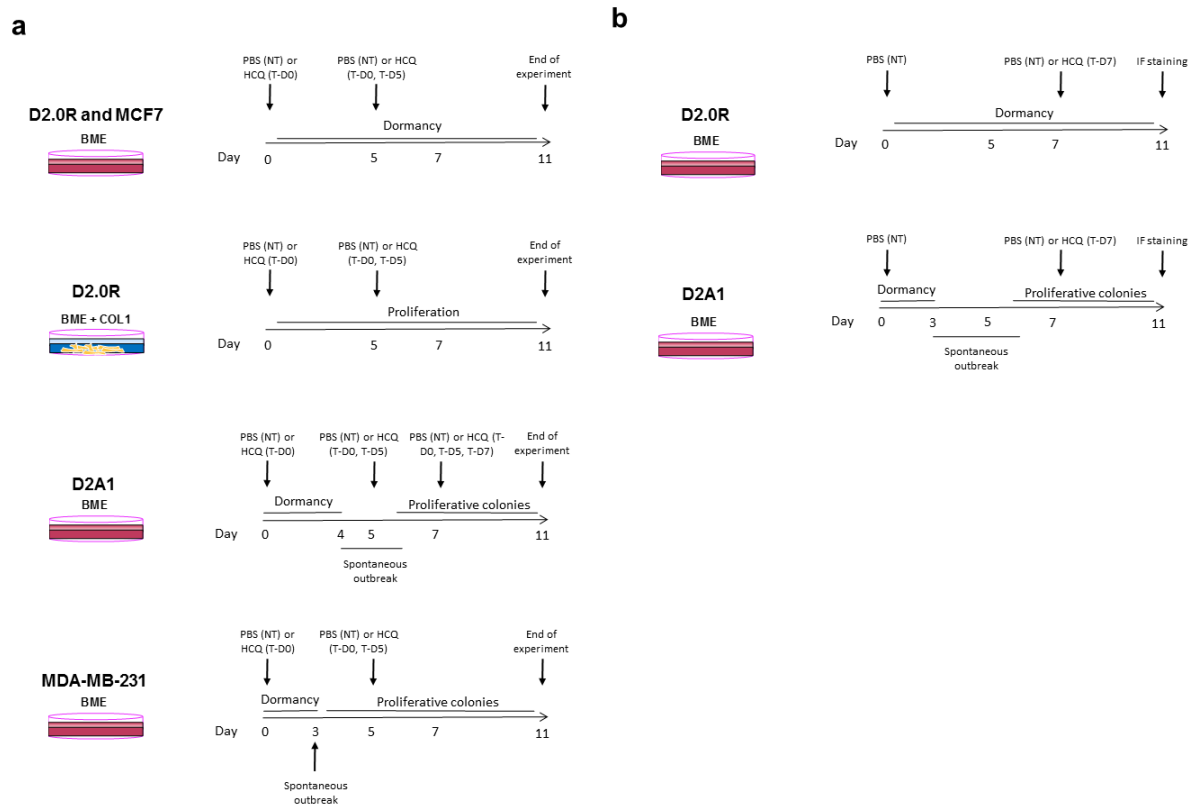

**Supplementary Fig. 4. Experimental design of *in vitro* cytotoxicity and proliferation assays using 3D cultures.** **a.** Design of the cytotoxicity and proliferation assays. Note that the dormant/proliferative state of the cell lines at the time that treatment was administered is indicated along the experimental timeline. Only D2.0R cells were plated on BME plus COL1 **b.** Design of the immunofluorescence staining. Treatment with HCQ was delayed until day 7 of culture to allow the spontaneous outbreak of D2A1 cells and keep a consistent treatment schedule across all cell lines used in the experiment. NT, non-treated; HCQ, hydroxychloroquine; D0, cells treated with HCQ immediately after plating on Day 0 and repeated at Day 5; D5, cells treated with HCQ after 5 days in culture; D7, cells treated with HCQ after 7 days in culture.

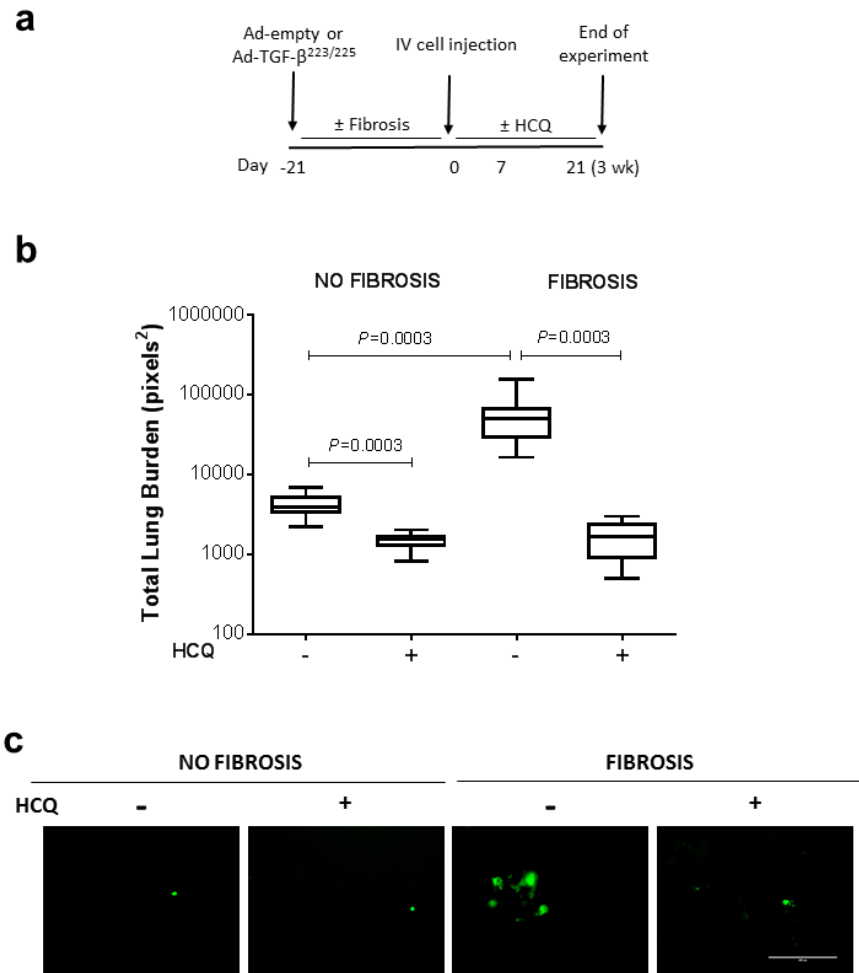

**Supplementary Fig. 5. Autophagy inhibition reduces the lung tumor burden of D2.0R cells in both non-fibrotic lungs favoring dormancy and fibrotic lungs inducing metastatic proliferation. a.** Experimental design **b.** Total lung surface tumor cell burden of CD1<sup>nu/nu</sup> mice receiving Ad-empty (no fibrosis) or Ad-TGF- $\beta^{223/225}$  (fibrosis) and tail-vein injections of  $1 \times 10^6$  D2.0R GFP cells, followed by vehicle (-) or 50 mg/kg body weight of Hydroxychloroquine (HCQ) 5 days a week for 3 weeks (+) (mean  $\pm$  s.e.m, n=9-11 mice per group. Comparison by Mann-Whitney U-test, two-sided, Bonferroni post-test). **c.** Representative images from the experiment in b of single D20R dormant cells in

lungs without fibrosis (left panels) and clusters of D20R cells in metastatic lesions in fibrotic lungs (right panels) in untreated mice. Note that multicellular metastatic lesions were not visible in mice with fibrotic lungs treated with HCQ seven days after cell injection (right panel). Scale bar is 400  $\mu\text{m}$ .

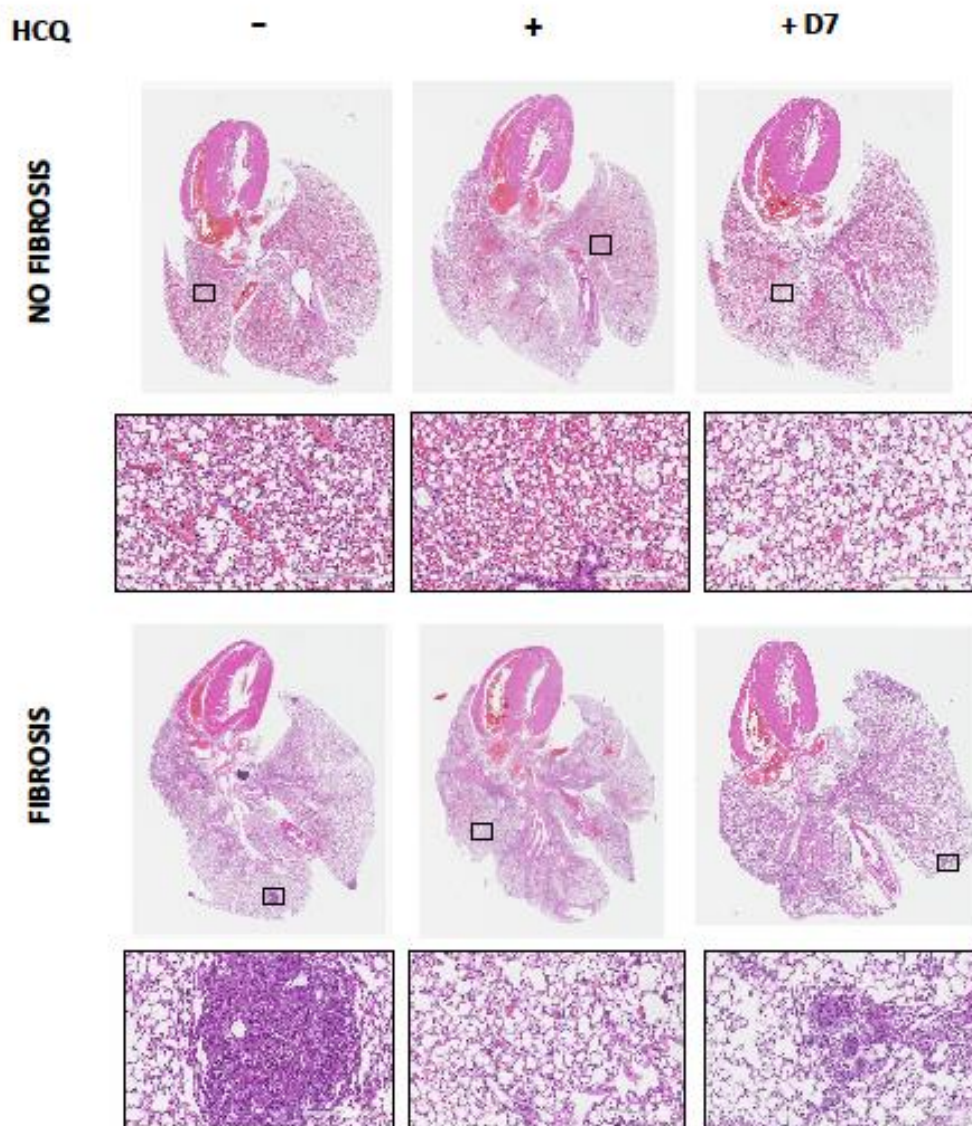

**Supplementary Fig. 6. H&E staining of mouse lung sections from the *in vivo* experiment shown in Figure 4b and c. Representative images of single dormant cells and metastatic lesions in the lung from the experiment in Fig. 4b. Note that metastatic lesions are only observable and presented as high magnification images in mice with fibrotic lungs either treated with vehicle or treated seven days after cell injection. Scale bar is 300  $\mu$ m for high magnification images.**

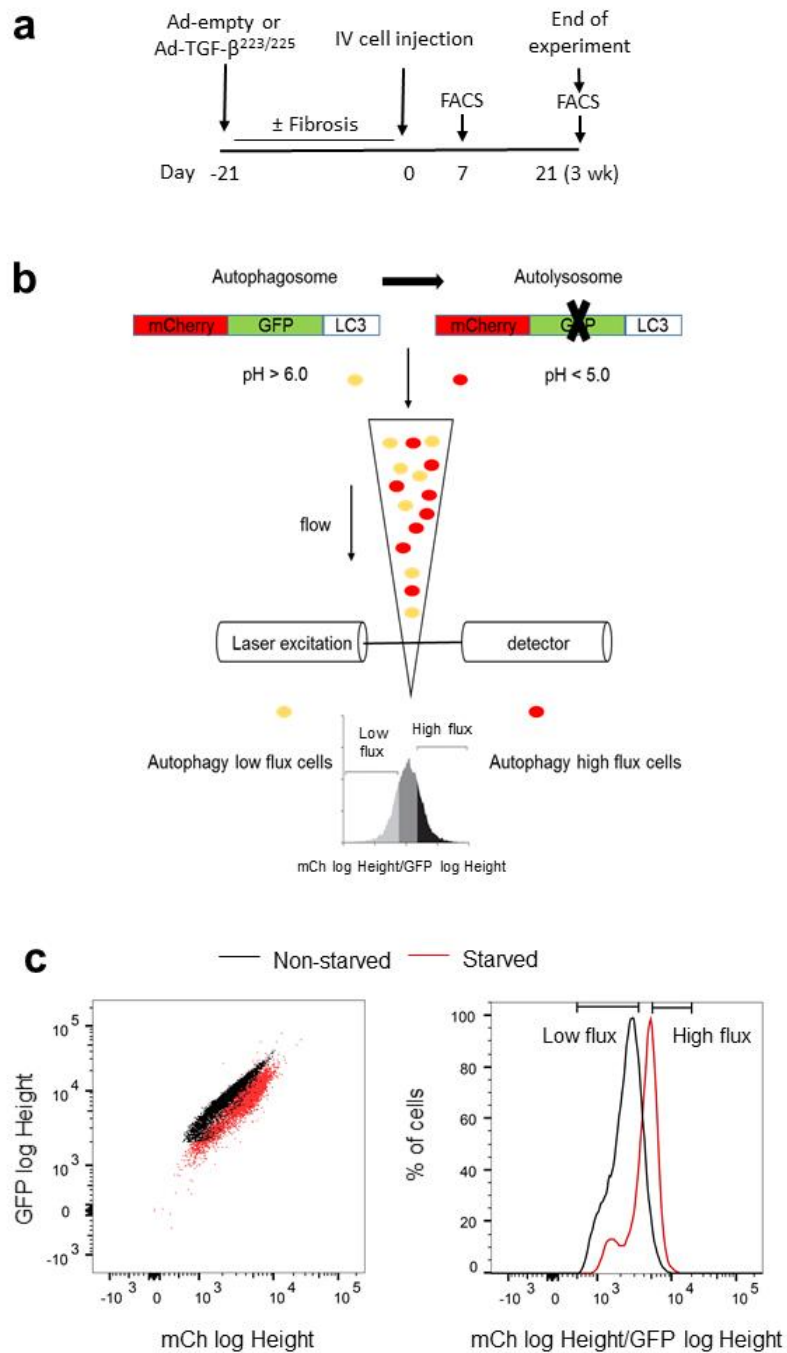

**Supplementary Fig. 7. Establishment of experimental settings to analyze autophagic flow *in vivo*.** **a.** Outline of the FACS experiment for the results shown in Figure 5f. **b.** Scheme of the strategy followed to perform the FACS analysis of D2.0R

mCherry-EGFP-LC3 cells isolated from the lungs of CD1<sup>nu/nu</sup> mice receiving Ad-empty (No fibrosis) or Ad-TGF- $\beta^{223/225}$  (Fibrosis). Cells constitutively expressing mCherry-GFP-LC3 were analyzed based on the relative ratio of mCherry/EGFP fluorescence which changes in response to the pH that switches from neutral to acidic as autophagosomes fuse with lysosomes to form autolysosomes. **c.** To determine the threshold value separating high from low autophagic flux cells (see Supplementary Methods for details), D20R mCherry-EGFP-LC3 cells were grown in complete DMEM (4.5 g/dL glucose) + 10% FBS (non-starved, low autophagic flux) or low-glucose (2 g/dL glucose) DMEM and 2% FBS (starved, high autophagic flux) for 6 days followed by flow cytometry analysis for autophagic flux.

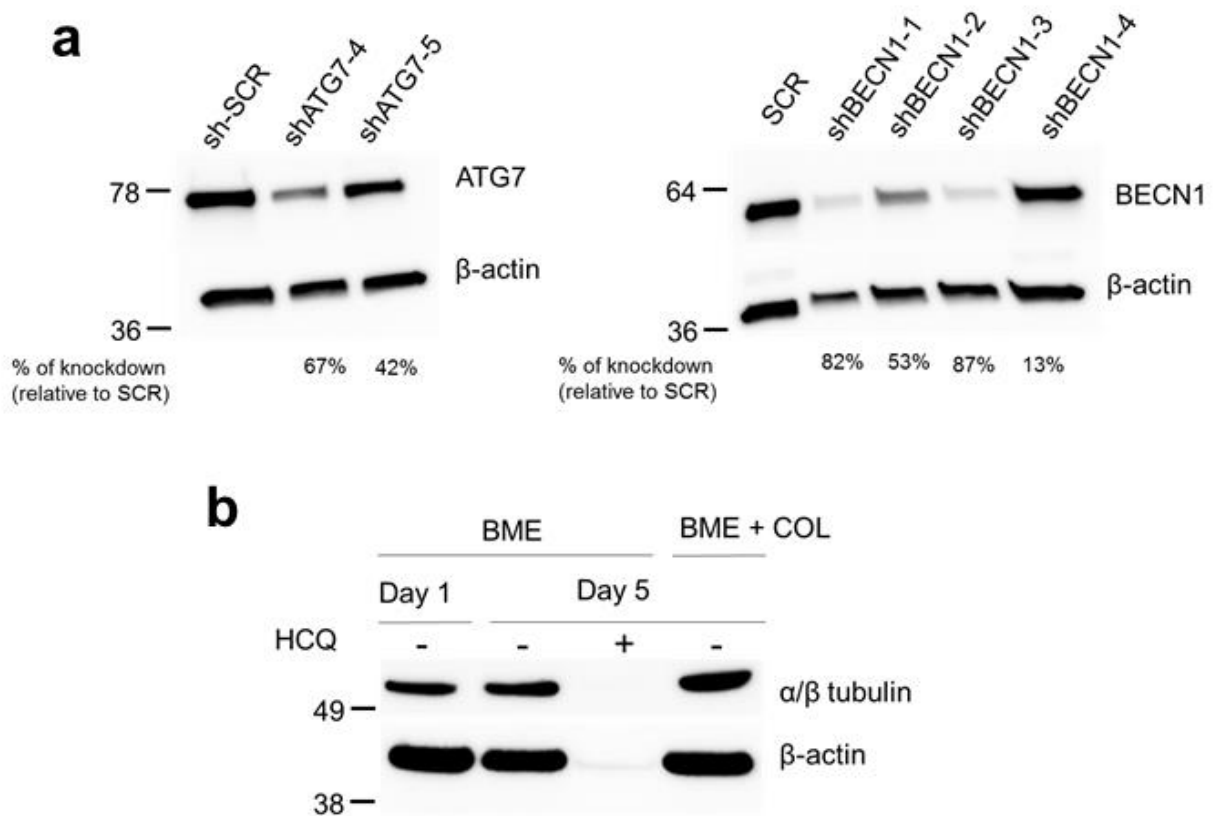

**Supplementary Fig. 8. Representative western blots analysis of a. reduced ATG7 and BECN1 expression in shRNA clones and b.  $\alpha/\beta$  tubulin and  $\beta$ -actin expression in D2.0R cells plated on BME or BME plus COL1 with or without hydroxychloroquine (HCQ) on days 1 and 5. 10 mg of protein loaded in each lane.**

**Fig. 5c**

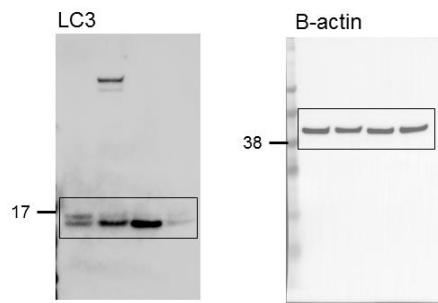

**Fig. 6d**

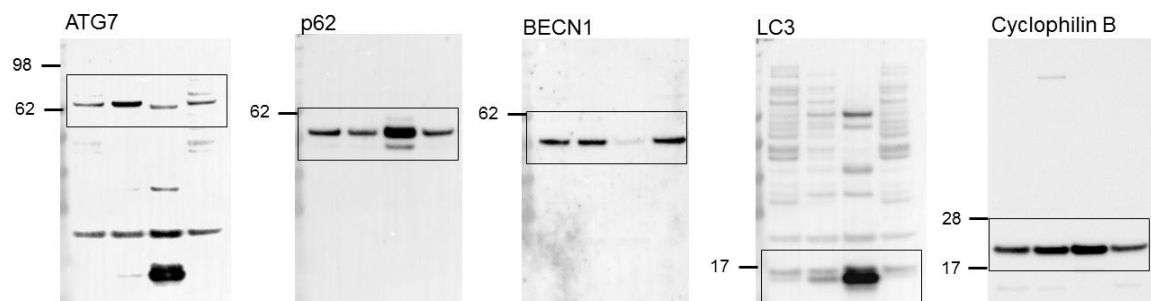

**Supplementary Fig. 9. Raw western blot data.** Uncropped images of western blots in main figures 5c and 6d are shown.

**Fig. 7a**

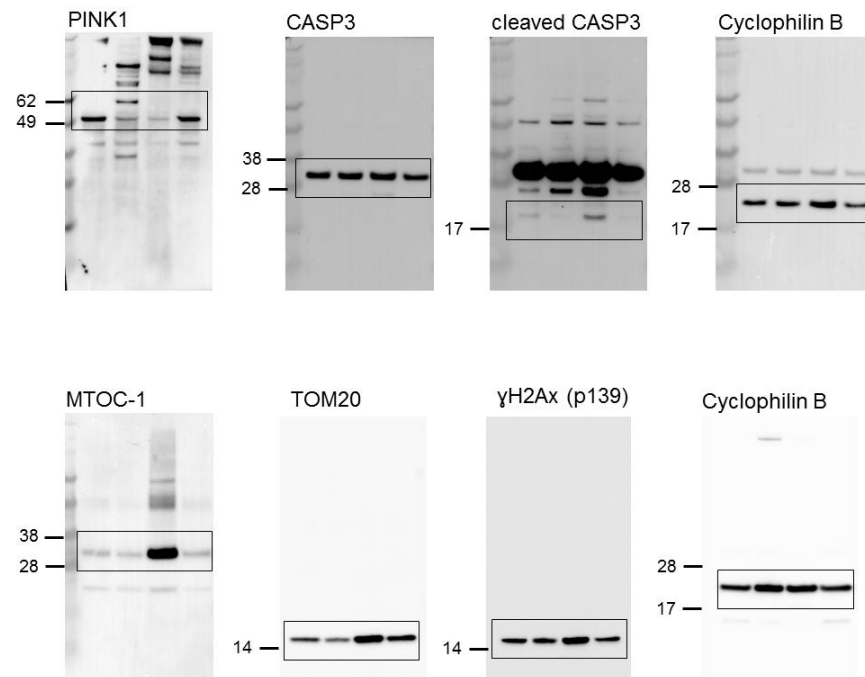

**Supplementary Fig. 10. Raw western blot data.** Uncropped images of western blots in main figure 7a are shown

**Supplementary Table 1** Top 5 canonical pathways upregulated in D2.0R cells on BME vs. BME plus COL1 at day 5 of culture.

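The pathways of Supplementary Table 1 come from Ingenuity Pathway Analysis, whose gene sets are not part of the deposited data. In its place, 40 gene lists written before the data were examined were ranked by Fisher's exact test of their members among the genes higher on BME at day 5. Lysosomal genes ranked first (adjusted p = 2.77e-18 from Fisher's exact test). FOXO targets came next, with 17 of 22 members higher (adjusted p = 1.46e-04), then the autophagy receptors (adjusted p = 0.00134) and the core autophagy genes (adjusted p = 0.00153), all by the same exact test. Wnt/β-catenin signalling, with 22 members higher and 7 lower, followed at rank 5 with the same adjusted p as the core list. Genes are not independent replicates, and these p-values treat them as such.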

| Ingenuity Canonical Pathways                                              | P-value     |
|---------------------------------------------------------------------------|-------------|
| Autophagy                                                                 | 2.51189E-11 |
| Colorectal Cancer Metastasis Signaling                                    | 6.45654E-10 |
| Mouse Embryonic Stem Cell Pluripotency                                    | 1.14815E-07 |
| Pancreatic Adenocarcinoma Signaling                                       | 1.31826E-07 |
| Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis | 1.7378E-07  |

**Supplementary Table 2** Key autophagy, mitophagy and apoptosis markers differentially modulated in D2.0R cells on BME vs. BME plus COL1 at day 5 of culture.

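The fold changes of Supplementary Table 2 compare BME with BME plus COL1 at day 5, with falls written as negative folds, and come from scaled read counts in Partek. Computed from FPKM with limma, Sqstm1 had a fold change of 3.77 (the paper's value is 3.81), Pink1 of 3.99 (the paper's value is 4.1) and Atg7 of 1.79 (the paper's value is 1.76). Map1lc3a, the gene of LC3A, had 18.0 ± 2.02 FPKM on BME and 8.78 ± 0.786 on BME plus COL1 (SD, n = 3 cultures), a fold change of 2.03 (the paper's value is 2.05). Parp1 had a fold change of -2.80 (the paper's value is -2.73) and Bcl2 of 1.67 (the paper's value is 1.78). All 14 genes of the table had the sign that the paper gives, and for each the gap between the folds was smaller than the SD between cultures on the log2 scale. This depends on the scaling, since the gap was larger than the SD for 12 of the 14 as TPM, for 11 after quantile normalization and for 4 after median-ratio scaling. It was also larger for Atg7 without BME day 5 replicate a or BME + COL1 day 5 replicate a or b. For Bcl2 it was larger without BME day 5 replicate b or BME + COL1 day 5 replicate c. Both folds come from the same libraries, so this SD does not measure how far the procedures should differ. It was 0.033 for Atg7 but 0.41 for Parp1, which was not counted as TPM at a fold of -2.21.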

| Gene ID          | RPM      | FDR step up (BME vs. COL) | Fold change |
|------------------|----------|---------------------------|-------------|
| <b>Autophagy</b> |          |                           |             |
| Sqstm1/p62       | 3.84E+03 | 4.25E-06                  | 3.81E+00    |
| Map1lc3b/lc3b    | 7.37E+02 | 9.31E-06                  | 2.71E+00    |
| Atg7             | 1.14E+02 | 5.45E-05                  | 1.76E+00    |
| Map1lc3a/lc3a    | 6.42E+01 | 3.05E-04                  | 2.05E+00    |
| Becn1            | 4.77E+02 | 7.53E-02                  | 1.11E+00    |
| <b>Mitophagy</b> |          |                           |             |
| Atp5b            | 7.88E+03 | 3.22E-04                  | -2.06E+00   |
| Pink1            | 1.38E+02 | 1.54E-05                  | 4.10E+00    |
| Tomm20           | 1.78E+03 | 4.25E-04                  | -1.70E+00   |
| Vdac1            | 1.65E+03 | 1.26E-03                  | -1.91E+00   |
| Parl             | 1.66E+02 | 5.90E-05                  | -1.82E+00   |
| <b>Apoptosis</b> |          |                           |             |
| Casp3            | 1.37E+03 | 5.82E-05                  | -2.05E+00   |
| Parp1            | 6.21E+02 | 2.64E-04                  | -2.73E+00   |
| Bcl2             | 9.76E+01 | 5.30E-04                  | 1.78E+00    |
| Bak1             | 5.07E+02 | 3.26E-04                  | -1.97E+00   |

RPM, reads per million.

How the deposited data were processed for this re-analysis (not part of the article)

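RNA sequencing of D2.0R cells covered 9 libraries, with 3 biological replicates each of cells on BME at day 1, on BME at day 5 and on BME plus COL1 at day 5. The deposited values are FPKM per transcript, written by Cufflinks for the authors, with 1 file for each library. The submitters' processing notes name CASAVA 1.8.4, Trimmomatic 0.30, TopHat2 2.0.8 and Partek (no version given), and the genome builds mm9 and NCBIM37. The version of Cufflinks is not given in the notes. The paper tested genes in Partek on the alignments and pathways in Ingenuity, and neither step can be repeated from these files.

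FPKM of the 30563 transcripts were summed by gene symbol. Genes with a mean of at least 1 FPKM over the 9 libraries were kept (10497 genes). The log2 of FPKM plus 0.1 was fitted by limma with an intensity trend and 3 group means over all libraries (6 residual degrees of freedom), and p-values were adjusted by Benjamini and Hochberg within each comparison. The comparisons were BME day 5 with BME plus COL1 day 5, BME day 5 with BME day 1, and BME plus COL1 day 5 with BME day 1. All tests were two-sided except Fisher's exact test of list members, which was one-sided.

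Gene groups were 40 lists written out before the data were examined, from autophagy and the lysosome to growth, signalling, stress and cell type markers. Lists were tested with camera at a preset correlation of 0.01, again with the correlation estimated, and with fry and Fisher's exact test. No call by camera held with an estimated correlation. This includes the cell cycle list between BME and BME plus COL1 at day 5, of which all 46 members were lower (estimated correlation 0.979, adjusted p = 0.734). Whether this version is too strict with 6 residual degrees of freedom was not tested. The named genes were also set in advance, as the genes the paper names (its tabulated values had been seen), the 10 largest rises and falls in each comparison among genes with a mean of at least 5 FPKM, and up to 2 rises and 2 falls of each list. Neat1, Rn45s and the marker genes of other cell types without a call were named after their values were seen.

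The fit was tested on simulated data of the same size, for BME against BME plus COL1 at day 5 only. Of 10497 genes, 200 were changed. The fit recovered 39% of them at a log2 change of 0.5, 87.5% at 1 and 98% at 2, with 4, 12 and 6 false calls. In the data 7935 genes were called in this comparison. The adjusted threshold is less strict with more calls, so these shares do not give the sensitivity there. Read depth came to a median of 8.38 gigabases on BME at day 1, 7.46 on BME at day 5 and 9.34 on BME plus COL1.

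Alternatives set in advance were a pseudocount of 1 or 0.01, no filter or a minimum mean of 5 FPKM, TPM, median-ratio or quantile scaling, leaving out genes shorter than 300 nt, the most abundant transcript of each gene, only the 6 libraries of a comparison, no intensity trend, a replicate block, stricter thresholds and leaving out each library in turn. Leaving out short genes also rescaled the genes that were kept. The replicate letters are not stated to mark a shared day, so they do not enter the fit that is reported. Mitochondrial genome transcripts are absent from the files, so their share could not be used as a sign of RNA quality. Replication-dependent histone genes took 0.024% to 0.026% of the FPKM on BME at day 1, 0.033% to 0.062% on BME at day 5, with the highest share in replicate b, and 0.025% to 0.045% on BME plus COL1. The tools were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.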

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

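All tests of explanations in this part were chosen after the values were seen. The gene groups below lie outside those the paper discusses. Most, though not all, members of each changed in the same direction between BME and BME plus COL1 at day 5. Higher on BME were 17 of 22 FOXO targets such as Pdk4 (4.60, and 2.42 with a pseudocount of 1 FPKM) and Pik3ip1 (4.73, and 3.41 with that pseudocount). So were 17 of 26 genes of the NRF2 antioxidant response such as Hmox1 (3.49) and 13 of 20 TGF-β targets such as Tgfb3 (3.08). Also higher were 15 of 25 collagens and matrix proteins, 12 of 22 genes of cholesterol synthesis such as Fdft1 (1.19), and all 4 tested fibroblast markers. Lower on BME were all 31 genes of ribosome biogenesis, 22 of 23 genes of mitochondrial import and 15 of 16 targets of SRF such as Cnn2 (-2.12). In the opposite direction were 4 NRF2 genes, 4 matrix genes such as Timp1 (-1.60) and 1 cholesterol gene. In BME day 5 replicate b the median log2 deviation of the matrix list was -0.20, against 0.52 in replicate a and 0.43 in c. That of the cholesterol list was 0.36, against -0.01 and -0.17. Without replicate b, 18 matrix genes were higher and 4 lower, and 11 and 2 of the cholesterol list. Each list kept more members in the stated direction than in the other under TPM, median-ratio and quantile scaling. With an estimated correlation no list passed camera, and the lowest adjusted p among them was 0.25, for the FOXO targets.

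The fibroblast markers Postn, Pdgfrb and Pdgfra were higher on BME, which might come from fibroblasts in the cultures or from the tumour cells. Postn had a mean of 23.6 FPKM on BME at day 5, Pdgfra 20.2 and Pdgfrb 7.88. Fibroblasts would bring their most abundant transcripts, but the highest FPKM of Col1a2, Col3a1 and Dcn in a BME day 5 library was 0.053, which argues against fibroblasts. Col1a1 was higher on BME too, with a mean of 3.18 FPKM against 1.49 on BME plus COL1, but Col1a2, which encodes its partner chain, had a mean of 0.035 against 0.105. Expression of these genes by D2.0R cells, set by the matrix, was not tested and stays open as a hypothesis.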

How the results depend on the processing

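Across the alternatives set in advance, 962 of 999 values of named genes between BME and BME plus COL1 at day 5 kept their direction and their call, 24 lost the call, 10 gained it and 3 reversed. Between BME day 5 and day 1 it was 177 of 193, with 12 lost and 4 reversed, and between BME plus COL1 and BME day 1 it was 95 of 98, with 3 lost. Leaving out 1 library changed 5 of 648, 2 of 126 and 1 of 63 values.

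The 24 core autophagy genes higher on BME became 12 at a log2 fold change of at least 1. At that threshold the counts of higher and lower genes were 1144 and 1640 (BME against BME plus COL1), 157 and 193 (BME day 5 against day 1) and 782 and 1003 (BME plus COL1 against BME day 1). At an adjusted p under 0.01, 412 and 635 genes changed between day 1 and day 5. A minimum mean of 5 FPKM, which tests fewer genes, gave 1991 and 585 higher genes on BME day 5 in its 2 comparisons and 2169 lower genes on BME plus COL1 against day 1. TPM gave 4858 and 1534 higher genes, and turned the 3588 higher and 3343 lower genes of BME plus COL1 against day 1 into 2638 and 4870. For day 5 against day 1, median-ratio scaling gave 1768 higher genes, quantile normalization 1903, only the 6 libraries compared 452 higher and 618 lower, and leaving out short genes 1219 lower. FPKM totals ranged from 287611 to 364146 on BME day 5, 351652 to 367000 on BME day 1 and 417944 to 423289 on BME plus COL1. The lowest was that of BME day 5 replicate b. TPM sets these totals equal and so shifts all genes of a library together. Why the totals differ was not tested, nor were the causes of the other shifts. Chosen after seeing the data, median-ratio scaling gave 1753 higher genes without BME day 5 replicate b and 1617 with the replicate block. The block alone left 858 and 2061.

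Leaving out 1 library, the counts ranged from 2916 to 3609 higher and 4358 to 4846 lower (BME against BME plus COL1), from 533 to 1267 higher and 1018 to 3248 lower (day 5 against day 1), and from 3034 to 4262 higher and 2925 to 3820 lower (BME plus COL1 against day 1). The lowest values for day 5 against day 1 came without BME day 1 replicate a (for higher genes also replicate b), the highest without BME day 5 replicate b for higher genes and replicate a for lower genes.

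Of 40 lists, camera called 18, 16 and 18 in the 3 comparisons, and 0, 0 and 0 with an estimated correlation. Fry, which does not set a list against other genes, called 29, 11 and 25.

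Small changes reversed. Between BME and BME plus COL1, Atg16l1 was at -0.41 by its most abundant transcript, and Atg3 at 0.15 as TPM and 0.10 after quantile normalization. Between day 5 and day 1, Becn1 was at 0.015 as TPM, 0.0084 after median-ratio scaling (also 0.0084 with the replicate block, chosen after seeing the data) and 0.046 after quantile normalization, Sqstm1 at 0.033 after quantile normalization, and Map1lc3b ranged from -0.019 to 0.12 without 1 library. In simulated data for BME against BME plus COL1 at day 5, a log2 change of 0.5 was recovered for 39% of the 200 genes changed. The real comparison called 7935 genes, which makes the adjusted threshold less strict. The share therefore does not give the sensitivity of the real fit. Rb1cc1 was called there at 0.26 (adjusted p = 0.00269 from limma), though other small changes can be missed. Day 5 against day 1 was not simulated.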

Differences from the paper's values

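With the values as reported, no fold change of Supplementary Table 2 differed from the value computed here by more than the SD between cultures. Of its 14 genes, 12 did so as TPM, 11 after quantile normalization, 4 after median-ratio scaling and 3 with a pseudocount of 1. Atg7 did so as well with a pseudocount of 0.01, without short genes, and without BME day 5 replicate a or BME + COL1 day 5 replicate a or b, and Bcl2 without BME day 5 replicate b or BME + COL1 day 5 replicate c. Both folds come from the same libraries, so these counts follow the spread between cultures and do not measure how far the procedures should differ. The statements below concern directions, calls and ranks.

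In Fig. 6c ATG9 is drawn as repressed on BME. Atg9a was higher there, with a log2 fold change of 1.07 (adjusted p = 1.11e-06 from limma), under every alternative that was run. Atg9b had a mean under 1 FPKM and was left out of the reported test. It had 0.241 to 0.379 FPKM in the BME day 5 cultures and 0.815 to 0.922 on BME plus COL1. These values are lower on BME, the direction in which ATG9 is drawn. Of the genes drawn as overexpressed, Ulk1, Atg13, Pik3c3, Atg14, Wipi1, Map1lc3b, Atg7, Sqstm1, Nbr1, Lamp1, Lamp2 and Bcl2 were higher here too.

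The paper describes BECN1 as not changing over the dataset. Becn1 was called lower on BME plus COL1 than on BME at day 1, by a log2 change of -0.24 (adjusted p = 0.0177 from limma). It was not called without BME + COL1 day 5 replicate c, at an adjusted p under 0.01 or at a log2 fold change of at least 1, nor in the other 2 comparisons as reported, although TPM, median-ratio and quantile scaling, and leaving out BME day 5 replicate b, called it higher on BME than on BME plus COL1 at day 5.

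The paper ranks autophagy first among pathways higher on BME at day 5. By Fisher's exact test the core autophagy list ranked 4 of 40 lists, after lysosomal genes, FOXO targets and the autophagy receptors. The lists are not the Ingenuity sets, and lysosomal genes and autophagy receptors were kept apart from the core list here. The lists at ranks 4, 5 and 6 (core autophagy, Wnt/β-catenin and NRF2) share an adjusted p = 0.00153 from Fisher's exact test. The rank therefore cannot be set against that of the paper.

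The paper finds no autophagy pathway among the changes from day 1 to day 5 on BME. The core list was not called either (camera adjusted p = 0.0645), but it was after median-ratio scaling (adjusted p = 0.013) and without BME day 5 replicate a (adjusted p = 0.0242). The autophagy receptors (camera adjusted p = 0.00485, with 3 genes higher and 0 lower) and the lysosomal genes (adjusted p = 3.11e-12) were called. With an estimated correlation none of the 3 lists was called (adjusted p = 0.864 for the core list and 0.802 for the others). Fig. 6a draws G1/S checkpoint regulation as rising over this time. Of the G1/S list 5 genes rose and 16 fell (5 and 8 without short genes, 2 and 3 with only the 6 libraries compared), but camera gave the list no call (adjusted p = 0.309), and its member Rb1 rose by 0.60. Counts of members do not measure the state of the checkpoint. Thrombospondin 1, also drawn as rising, rose by 1.26 (Thbs1). The ERK/MAPK list, drawn as falling, had 18 genes lower and 3 higher (9 and 2 without short genes), with a camera adjusted p = 0.154.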

Other observations

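In this part, the test of gene length and level for the lysosomal genes was set before its result was seen, and the other tests, splits included, were chosen afterwards.

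Cell cycle transcripts were low in BME day 5 replicate b. The median of the list lay -1.47 from the other BME day 5 libraries, against -0.24 for all genes, a difference of -1.22 that argues against the scaling or depth of the library as the whole cause. Of 10000 random lists matched on gene length and level, 100% lay above it, which argues against a trend of either kind. Its correlation with BME day 5 replicate c was higher by 0.023 than with any library of another group, but with replicate a it was higher by only 0.0033. Of 2488 genes at least 2-fold apart between BME day 5 replicates a and c and BME plus COL1, 96.9% lay nearer to BME day 5 in replicate b, as did 84.7% of 326 such genes against BME day 1, which argues against a swap between groups. A culture further into arrest may explain the low values. Whether arrest would also give the higher Neat1 level and histone share was not tested. A difference in RNA quality, selection or handling, which no label records, was not tested either and stays open.

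Lysosomal genes were higher on BME than on BME plus COL1 at day 5, by a median of 1.44. At least 45 of 47 were higher under TPM, median-ratio and quantile scaling and without short genes, which argues against scaling as the cause. The medians of 100% of 10000 random lists matched on length and level were lower, with 0.30 the highest, although shorter and more abundant genes were lower on BME. RNA from macrophages is argued against by Lyz2, Tyrobp and Ptprc, which did not exceed 0.11 FPKM in a BME day 5 library. The myeloid receptor Trem2 was among the largest rises, by 6.11 (3.93 with a pseudocount of 1 FPKM), while Tyrobp, which encodes its adaptor, stayed low as given. A response of the tumour cells to the matrix may account for the rise, as a hypothesis that was found on these data and not tested. The collagen and the cell cycle state change together here, so their parts are not separable.

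A further hypothesis was that autophagy transcripts follow the cell cycle state. In BME day 5 replicate b, which had the lowest cell cycle transcripts, the core autophagy list lay 0.19 above the gap of all genes. This comes from 1 library and could be due to chance, so the question stays open.

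The 6 libraries of each comparison can be split in 10 ways, too few for a share under 0.05. The real split called 7935 genes between BME and BME plus COL1 (highest other split 0), 3281 between day 5 and day 1 (highest other 3) and 6931 between BME plus COL1 and BME day 1 (highest other 1), and 24 core autophagy genes as higher (highest other 0). In each case 1 split, the real one, gave a result as large.

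Ube2e2 is listed at 0 in all 6 BME libraries and at 10.1 to 11.4 FPKM on BME plus COL1, so no fold is given. A failure of the quantification at this gene is not excluded, so the zeros are not read as absence. Prl2c2 and Prl2c3, the largest falls from BME day 1 to BME plus COL1, are close paralogs whose reads are hard to assign.

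Other lists moved in part or both ways between BME and BME plus COL1 at day 5 (higher and lower members). These were genes linked to dormancy (8 and 10 of 22), glycolysis (6 and 9 of 20), stress and unfolded protein responses (10 and 16 of 33), p53 targets (7 and 6 of 21), interferon response (9 and 5 of 23), antigen presentation (8 and 4 of 13), NF-κB targets (9 and 8 of 21), HIF targets (10 and 5 of 20), nutrient sensing (16 and 7 of 31), YAP targets (3 and 13 of 19), senescence (8 and 5 of 14), ERK targets (1 and 15 of 20), ERK/MAPK signalling (14 and 33 of 59), integrin signalling (8 and 27 of 46), thrombospondin 1 (8 and 7 of 18), basement membrane (1 and 3 of 7), mesenchymal (4 and 3 of 12) and basal markers (1 and 3 of 6). All 4 tested luminal markers were lower, with a camera adjusted p = 0.0647 for the list. As TPM the ERK/MAPK list had 23 higher and 21 lower members, the dormancy list 12 and 7, glycolysis 10 and 7, stress responses 14 and 13 and the basement membrane 4 and 3. The integrin list had 14 and 19, p53 targets 12 and 4, the thrombospondin list 11 and 5, nutrient sensing 22 and 3 and HIF targets 13 and 2.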
